# Hepatic transcriptomic profiling reveals early toxicological mechanisms of uranium in Atlantic salmon (*Salmo salar*)

**DOI:** 10.1186/1471-2164-15-694

**Published:** 2014-08-20

**Authors:** You Song, Brit Salbu, Hans-Christian Teien, Lene Sørlie Heier, Bjørn Olav Rosseland, Tore Høgåsen, Knut Erik Tollefsen

**Keywords:** Depleted uranium, Fish, *in vivo*, Microarray, Transcription, Pathway, Mode of action, Toxicological mechanism

## Abstract

**Background:**

Uranium (U) is a naturally occurring radionuclide that has been found in the aquatic environment due to anthropogenic activities. Exposure to U may pose risk to aquatic organisms due to its radiological and chemical toxicity. The present study aimed to characterize the chemical toxicity of U in Atlantic salmon (*Salmo salar*) using depleted uranium (DU) as a test model. The fish were exposed to three environmentally relevant concentrations of DU (0.25, 0.5 and 1.0 mg U/L) for 48 h. Hepatic transcriptional responses were studied using microarrays in combination with quantitative real-time reverse transcription polymerase chain reaction (qPCR). Plasma variables and chromosomal damages were also studied to link transcriptional responses to potential physiological changes at higher levels.

**Results:**

The microarray gene expression analysis identified 847, 891 and 766 differentially expressed genes (DEGs) in the liver of salmon after 48 h exposure to 0.25, 0.5 and 1.0 mg/L DU, respectively. These DEGs were associated with known gene ontology functions such as generation of precursor metabolites and energy, carbohydrate metabolic process and cellular homeostasis. The salmon DEGs were then mapped to mammalian orthologs and subjected to protein-protein network and pathway analysis. The results showed that various toxicity pathways involved in mitochondrial functions, oxidative stress, nuclear receptor signaling, organ damage were commonly affected by all DU concentrations. Eight genes representative of several key pathways were further verified using qPCR No significant formation of micronuclei in the red blood cells or alterations of plasma stress variables were identified.

**Conclusion:**

The current study suggested that the mitochondrion may be a key target of U chemical toxicity in salmon. The induction of oxidative stress and uncoupling of oxidative phosphorylation may be two potential modes of action (MoA) of DU. These MoAs may subsequently lead to downstream events such as apoptosis, DNA repair, hypoxia signaling and immune response. The early toxicological mechanisms of U chemical toxicity in salmon has for the first time been systematically profiled. However, no other physiological changes were observed. Future efforts to link transcriptional responses to adverse effects have been outlined as important for understanding of potential risk to aquatic organisms.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-694) contains supplementary material, which is available to authorized users.

## Background

Uranium (U) is a naturally occurring heavy metal of the actinide series and decays by emitting alpha particles, thus exhibiting both chemical and radiological toxicity. Due to its ability to undergo fission and liberate energy, U is commonly used as fuel for nuclear reactors or for military weapon purposes. Uranium is usually released anthropogenically to the aquatic environment through the nuclear fuel cycle, such as U mill tailings, mill and refining, effluent from conversion plants, and stack emissions [1]. Especially near the U mill tailings, U dust particles can be easily washed out by precipitation into surface water. The U concentration in surface water may range from 0.02 μg/L to 3 mg/L, depending on the geological conditions [2–4]. Uranium may accumulate in bone, liver and kidney of an organism, but may not be biomagnified [5]. In fish, such as Atlantic salmon and zebrafish (*Danio rerio*), U has been shown to accumulate in gill, liver, brain and skeletal muscles [6, 7]. Due to the chemical and radioactive properties, U as a single substance may produce multiple-stressor effects in an organism, thus complicating the subsequent hazard assessment.

Natural U has relatively low radioactivity and usually goes through enrichment processes to obtain higher fraction (%) of the radioactive isotope ^235^U. The remaining material mainly contains ^238^U and is referred to as depleted uranium (DU). Depleted U has low specific activity (approximately 1.47 × 10^4^ Bq/g), but exhibits identical chemical properties as natural U. Depleted U is also widely used in many military and civilian applications such as armor and armor penetrators, counterweights for aircraft construction and irradiation shielding [8]. Research on enriched and depleted U showed that the genotoxicity of U may be dependent on its isotopic composition [9]. However, even for radioactive natural U, its chemical toxicity may still pose greater risk than its radiological toxicity [10]. These properties along with the fact that many types of commercially available U (e.g. U nitrate, U acetate) are made from DU suggests that DU is a good model to study the effects and mechanisms of natural U.

The toxic effects of DU, such as neurotoxicity, DNA damage and carcinogenicity, reproductive toxicity, immunosuppression and organ/tissue toxicity have been well documented for mammalian species [11]. Similar effects have also been reported for other organisms, albeit the toxicological mechanisms of DU are rather complex and have not been as well characterized in fish [5]. Several studies have reported that increase in reactive oxygen species (ROS) production by DU may cause oxidative stress as a main toxicological modes of action (MoA) and modulate various cellular responses such as activation of antioxidant defense system, DNA damage and repair, programmed cell death (apoptosis), enhanced protein degradation and inflammation, stimulation of the immune system, altered mitochondrial metabolism and ion transport, modulation of signal transduction and catabolism [6, 7, 12, 13]. However, since these studies were performed based on the assessment of predefined genes or protein expression response as biomarkers for exposure and effects, they may not fully address the complex cellular responses and toxicological pathways being perturbed when exposed to DU. Genome-wide genomic tools such as DNA microarrays, next generation sequencing and Serial Analysis of Gene Expression (SAGE) analysis, may facilitate unbiased assessment of the MoA and in-depth characterization of the toxicological mechanisms of DU. Results from such broad-content approaches may potentially provide links between interactions with the biological (toxicological) targets, perturbations of key cellular events and adverse effects, thus aiding the development of adverse outcome pathways (AOPs) for impact on organisms and/or the population health [14].

The present study was carried out as an expansion of a previous reported experiment [7] to characterize the early hepatic toxicological mechanisms of U chemical toxicity in fish. The study was conducted with Atlantic salmon (*Salmo salar*), an ecological and economically important fish species in the temperate areas of Europe, using a high-density 60,000-feature (60 k) salmonid oligoarray. The objectives of the present study were: 1) to profile the early hepatic transcriptional responses after environmentally relevant DU exposure; 2) to determine the concentration-response relationship of DU in Atlantic salmon; 3) to characterize the potential MoAs of U.

## Results

### Exposure conditions

The exposure conditions and U concentrations have been reported previously [7]. Briefly, the exposure media was characterized by conductivity 4.4 ± 1.0 mS/m, pH 7.1-7.3, temperature 4.4 ± 0.2°C, and total organic carbon (TOC) 4.6 ± 0.6 mg/L throughout the experiment. No significant changes of water quality variables were observed. The actual U concentration prior to exposure were 0.26 mg/L (nominal: 0.25 mg/L), 0.53 mg/L (nominal: 0.5 mg/L) and 1.0 mg/L (nominal: 1.0 mg/L). As no large differences were observed between nominal and actual U concentrations, the treatment groups will be referred to in the text as their nominal concentrations. A total of 38–74% U was found to be low molecular mass (LMM), presumably uranyl species. Liver concentrations (n = 3) of U were 2.9 ± 1.5 ng/g ww, 4.9 ± 1.9 ng/g ww and 7.5 ± 2.1 ng/g ww in the nominal group 0.25 mg U/L, 0.5 mg U/L and 1.0 mg U/L, respectively. No U was detected (detection limit = 3 SD above background) in either exposure water or in liver for control group (data not shown). No fish died or developed observable external morphological changes.

### Global gene expression

Liver tissues of exposed fish were used to obtain information of transcriptomic response to U exposure. 

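Global gene expression was measured in 12 liver RNA samples, 3 from each of the control, low, medium and high U groups, taken after 48 h of exposure to 0, 0.25, 0.5 or 1.0 mg/L of depleted uranium. Each sample was hybridised to 1 array of a custom salmonid design, read in 1 colour (Cy3), and 3 slides each carried 1 array of every group. An array held 62976 spots, of which 1319 were control spots and 61657 carried 55468 different salmonid probes. The probes were designed on EST contigs and have no genome coordinates here. The authors deposited the brightness of each spot as a background-subtracted intensity from the scanner software, with no scaling between arrays, and a separate table of their own log2 values for 40267 probes. The paper's text names the software used for normalization but not the method. The 75th percentile of the probe intensity was 55.7 to 73.8 on the control arrays (median 71.2), 113 to 138 at low U (median 127), 122 to 154 at medium U (median 153) and 68.8 to 94.7 at high U (median 88.9). The share of probes well above background was 45.3% to 49.7% in the control, 49.7% to 55.5% at low U, 55.1% to 61.7% at medium U and 46.0% to 49.7% at high U. Relative to the 7 spike-in probes used, whose RNA was added in a fixed amount, the salmonid probes were brighter than in the control by 0.79 ± 0.18 (log2, SD, n = 3) at low U, 0.99 ± 0.20 at medium U and 0.23 ± 0.09 at high U, with an SD of 0.24 between the control arrays. The 9 exposed arrays were brighter than the 3 control arrays by 0.67 (two-sided exact permutation test over 220 regroupings, p = 0.0182), whereas the spike-ins themselves differed by 0.11 (p = 0.273, same exact test). For single doses against the control the exact p was 0.1, 0.1 and 0.3, and 0.1 is the smallest that 3 arrays against 3 allow.
For the comparisons between groups, the log2 intensity of each array was set relative to its own 75th percentile, which removes a shift in brightness that most probes share. Spots marked as outliers by the scanner software were left out, and a probe was tested if it was well above background on every array of at least 1 group, which gave 29456 probes. Groups were compared with the R package limma over all 12 arrays, and a probe was called changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5. The number of arrays, 3 per group, limits the precision. No replicate tanks are described for a group, so the p-values rest on the spread between samples and not between tanks. After this scaling the median log2 fold change of all tested probes, exposed against control, was 0.04. Scaling to the spike-ins, an alternative chosen after seeing the data, raised that median to 0.71, and normexp background correction, likewise chosen afterwards, lowered it to -0.08, so fold changes are given relative to the bulk of the probes on each array.

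**Figure D1:**
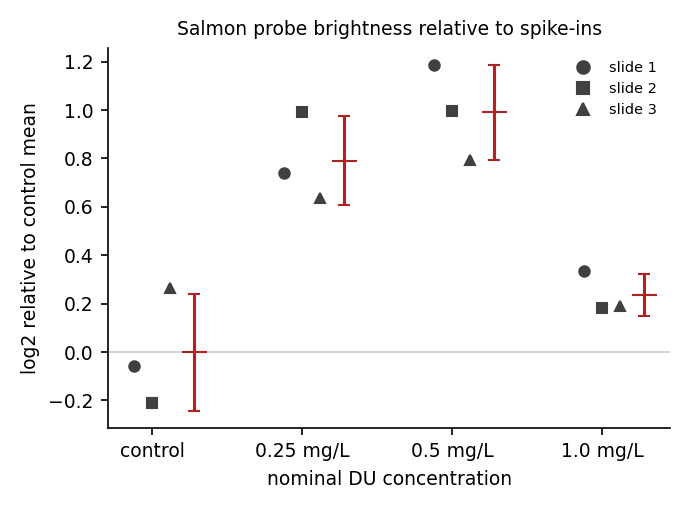
Brightness of the salmonid probes on each array relative to the spike-in spots (log2 of the 75th percentile of the probe intensity minus the mean log2 intensity of the spike-ins, shown relative to the control mean) for the 4 groups. Marker shapes stand for the 3 slides, and red marks give the mean ± SD of the 3 arrays of a group. The arrays at low and medium U lie above all control arrays.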

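Over the 4 groups, limma's moderated F-test called 1388 of the 29456 probes tested, each with a fold change of at least 1.5 at 1 dose or more. Without the correction for multiple testing, 6112 probes passed. The one-way test of the methods, run per probe on the same values with the same correction, called 1043. With the slide as a block in the limma fit the number was 2964. Scaling to the spike-ins moved the number most, to 16913, as the difference in array brightness then entered the fold changes. Single arrays also mattered: without control replicate 1 the number was 340. In simulated data with 200 probes changed by a log2 of 2 among 29456, the F-test recovered 73.5% of the changed probes with 5 false calls. The simulated probes varied independently, without slide effects, and their change was above the median change of the called probes at any dose. These rates therefore do not describe the recovery of smaller changes in the real arrays.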

In total 927 gene transcripts with fold change ≥ 1.5 were found to be differentially expressed (one-way ANOVA) after 48 h U exposure. To determine the concentration-response relationship between U exposure and global gene expression, the differentially expressed genes (DEGs) were clustered according to their responses. 

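The probes differing among the groups were clustered by k-means into 2 clusters on their group means, each probe centred on its median over the groups. One cluster held 867 probes (62.5%), with the lowest cluster mean in the control, and the other 521 probes, with the highest there. In the first cluster the mean centred log2 value was -1.24 ± 0.48 (SD over probes) in the control, 0.09 ± 0.19 at low U, 0.24 ± 0.22 at medium U and -0.03 ± 0.19 at high U. In the second it was 1.01 ± 0.43 in the control, -0.12 ± 0.21 at low U, -0.33 ± 0.25 at medium U and 0.04 ± 0.29 at high U. Of all the probes clustered, 855 were higher than the control at all 3 doses and 513 lower at all 3. The share of the sum of squares left within the clusters was 0.220. Without the filter on dim probes the increased cluster held 21.3% of the probes, the largest move among the alternatives run for the clusters.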

Figure 1 shows the two major patterns of transcriptomic response to different U concentrations. A general tendency of increased transcriptional responses from low (0.25 mg/L) to medium U exposure (0.5 mg/L), and decreased from medium to high U exposure (1.0 mg/L) was observed.

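Among the 1388 probes differing between the groups, the absolute log2 fold change against the control was largest at medium U for 943 probes (67.9%), at low U for 246 (17.7%) and at high U for 199 (14.3%). The exact binomial 95% interval of the share at medium U was 65.4% to 70.4% and treats probes as independent, which they are not. The median absolute log2 fold change was 1.18 at low U, 1.34 at medium U and 1.02 at high U. With every probe kept regardless of background the share at medium U was 87.1%, and with the adjusted p threshold at 0.5 it was 51.1%. Without medium U replicate 1 it was 82.5% and without medium U replicate 2 54.9%.
Over the 3930 probes called in all exposed arrays against the control, the mean log2 change in the called direction was 1.05 ± 0.05 (SD, n = 3 arrays) at low U, 1.18 ± 0.14 at medium U and 0.95 ± 0.14 at high U, with an SD of 0.21 between the control arrays. In two-sided exact permutation tests over 20 regroupings of these array means, medium minus low U was 0.14 (p = 0.3), high minus medium U was -0.23 (p = 0.2) and high minus low U was -0.10 (p = 0.5). Compared within slides, high minus medium U was -0.30, -0.24 and -0.16 on the 3 slides (two-sided exact test over 8 sign changes, p = 0.25, the smallest it can give). Medium minus low U was 0.27, -0.07 and 0.20 (p = 0.5, same exact test), and high minus low U was -0.02, -0.31 and 0.04 (p = 0.75, same exact test). For single probes, limma called 0 between any pair of doses. Unadjusted, 584 probes passed for medium against low U, 1905 for high against medium U and 1427 for high against low U, and the one-way test of the methods with its Tukey step called 16, 127 and 57. With the slide as a block limma again called 0, without medium U replicate 2 it called 8, and with scaling to the spike-ins 10678.

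**Figure D2:**
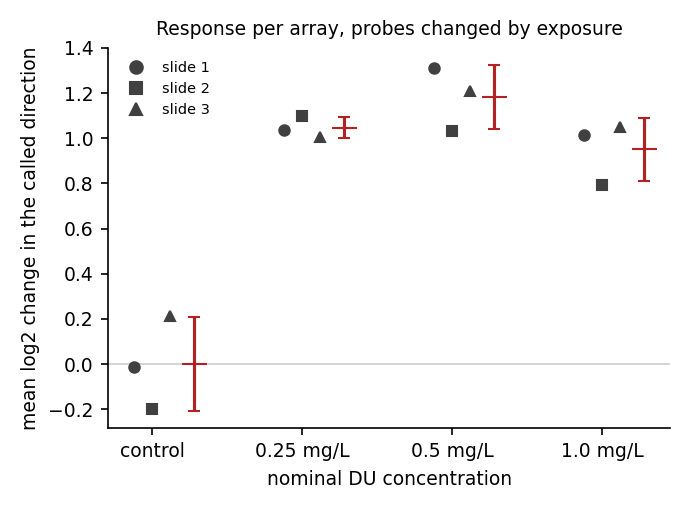
Mean log2 change in the called direction on each array, over the 3930 probes called in all exposed arrays against the control (y axis), by group (x axis). Marker shapes stand for the slides and red marks give the mean ± SD of 3 arrays. The 3 exposed groups lie near 1 and their arrays overlap.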

**Figure 1:**
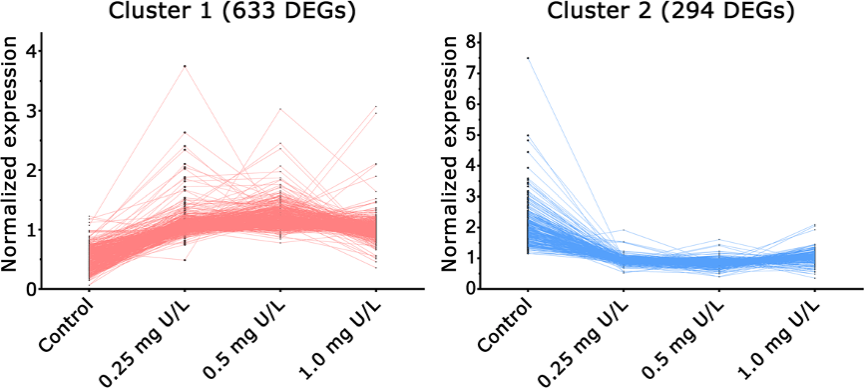
**K-means clustering of global gene expression.** A K-means clustering analysis showing the two major patterns of global gene expression responses in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25. 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU).

To further identify the concentration-related DEGs, a Tukey HSD posthoc test was performed on genes determined to be significant by the ANOVA test. In total 847 (579 up- and 268 down-regulated), 891 (607 up- and 284 down-regulated), and 766 (535 up- and 231 down-regulated) hepatic gene transcripts with absolute fold change ≥ 1.5 were found to be differentially expressed in Atlantic salmon after exposure to 0.25 (low), 0.5 (medium) and 1.0 mg/L (high) U, respectively. 

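Against the control, limma called 1849 probes at low U, 3378 at medium U and 1057 at high U. The unadjusted numbers were 7140, 8030 and 6376. With the one-way test and Tukey step of the methods on the same values the numbers were 958, 1003 and 842. With the slide as a block they were 3612, 5160 and 1980. Scaling to the spike-ins gave 14849, 18949 and 603, and keeping every probe regardless of background gave 746, 13009 and 344. Fitting only the control and 1 dose at a time gave 1 probe at low U, 1655 at medium U and 1 at high U. Each number also depended on single arrays. Without low U replicate 2, 598 probes were called at low U. Without medium U replicate 2, 1010 were called at medium U, and without high U replicate 2, 163 at high U. Without control replicate 3 the numbers rose to 2791 at low U and 1765 at high U. In the simulated data, the comparisons of the low, medium and high U group with the control recovered 77.5%, 71.5% and 72.5% of the changed probes.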

More up-regulated genes than down-regulated genes were found in all treatment groups. 

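At low U, 1202 probes were up-regulated and 647 down-regulated (65.0% up). At medium U the numbers were 1926 and 1452 (57.0% up) and at high U 736 and 321 (69.6% up). For all exposed arrays against the control they were 2332 and 1598 (59.3% up), and without control replicate 2 the probes called in this comparison numbered 1707. The split depended on the scaling. In the latter comparison 79.3% of the called probes were up-regulated after normexp background correction and 98.9% after scaling to the spike-ins. The share there fell to 51.9% when the slide was a block and to 49.4%, with more lower than higher, with no filter on dim probes. At medium U the balance tipped the other way under 3 alternatives, with 49.0% up-regulated when the slide was a block, 49.5% among probes well above background on all 12 arrays and 18.6% with no filter on dim probes. With no filter, spots not above background carry a surrogate value, which the scaling lowers most on the brightest arrays. The shares without the filter therefore cannot be read as down-regulation.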

A Venn diagram analysis was performed to separate common and unique DEGs that were regulated by different U concentrations. 

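Of the 3681 probes that limma called at 1 dose or more, 779 (21.2%) were called at all 3 doses and 1857 (50.5%) at exactly 1. No probe was called in opposite directions at different doses (0 of 3681). Groups simulated with no effect against a shared control, with probes independent of each other, gave at most 0 common probes. With no effect, the adjustment for multiple testing leaves hardly any calls at a single dose. The simulation therefore cannot show how far shared control arrays raise the number in common. The number in common was 1475 with the slide as a block and 783 with the one-way test of the methods, which is 75.1% of the 1043 probes that test called at any dose. With the value table, that test and a fold change minimum just below the smallest in Table S1, chosen after seeing the values, the share was 77.1% (715 of 927). Setting the adjusted p threshold at 0.5 moved it most, to 4290. Without high U replicate 2 it was 147, and without control replicate 3 it was 1344.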

The results (Figure 2) clearly showed that the majority of DEGs were commonly regulated by all treatments and only a few ones were found to be concentration-specific. 

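Counted by direction, 593 probes were up-regulated at all 3 doses in the limma comparisons. A further 119 were up-regulated at low U alone, 776 at medium U alone and 42 at high U alone. With the one-way test and Tukey step of the methods, 574 were common to all doses and 10, 14 and 7 were found at low, medium and high U alone.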

Among the up-regulated DEGs, 510 were commonly regulated by all treatments, 11 were uniquely regulated by low U, 27 were uniquely regulated by medium U and 9 were regulated by high U treatment. 

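Among down-regulated probes, limma called 186 at all 3 doses, 48 at low U alone, 803 at medium U alone and 69 at high U alone. The methods' test and Tukey step gave 209 in common and 3, 20 and 12 at single doses.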

Among the down-regulated DEGs, 205 were commonly regulated by all treatments, no DEG was specifically regulated by low U, 9 were uniquely regulated by medium U and 9 were regulated by high U treatment. The low and medium U groups tended to have more common genes than that between medium and high U treatments, or between low and high U treatments. 

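Low and medium U shared 1657 called probes, medium and high U 921, and low and high U 804, all with the same direction at both doses. Across the tested probes, the log2 fold changes correlated with r = 0.78 between low and medium U, 0.83 between medium and high U and 0.70 between low and high U. Probes are not independent replicates, and the doses share their control arrays, which alone gave a mean r of 0.50 in simulated groups with no effect (at most 0.52). With a different control array set against each dose, r was 0.43 for low and medium U, 0.41 for medium and high U and 0.33 for low and high U. Simulated groups treated the same way reached 0.02 at most. The simulations leave out variation shared by the probes of an array.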

A complete list of DEGs can be found in Additional file 1: Table S1.

**Figure 2:**
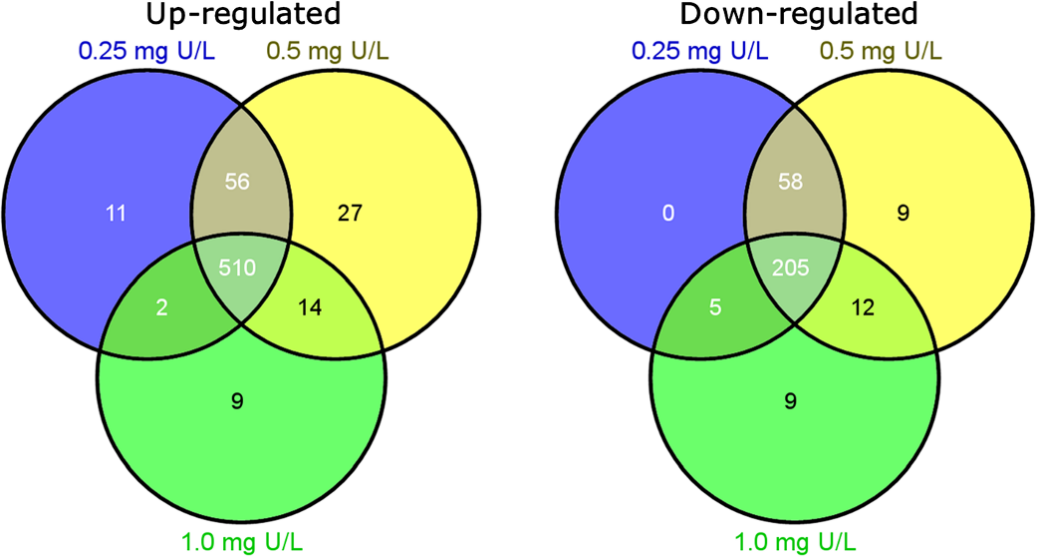
**Differentially expressed gene transcripts (DEGs).** A Venn diagram analysis showing an overview of common and unique DEGs that were differentially regulated (FC ≥ 1.5) in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU).

### Functional enrichment analysis

In total 154, 183 and 177 GO terms related to up-regulated DEGs were found to be significantly overrepresented after exposure to low, medium and high U treatments, respectively. No significant enrichment of GO was found based on down-regulated DEGs. The Venn diagram analysis (Figure 3) showed that the majority (413 terms) of the GO biological functions was commonly regulated by all U concentrations and only a few functions were found to be treatment-specific. The biological functions uniquely regulated by low U treatment were mainly related to ion transport and multicellular organismal regulation. Uniquely overrepresented GO functions following medium U exposure were mainly associated with cellular metabolic and catabolic processes, transporter activity, translation and general stress response. Exposure to high U led to unique regulation of DEGs with biological functions such as nutrient metabolic processes, translation and coagulation.

**Figure 3:**
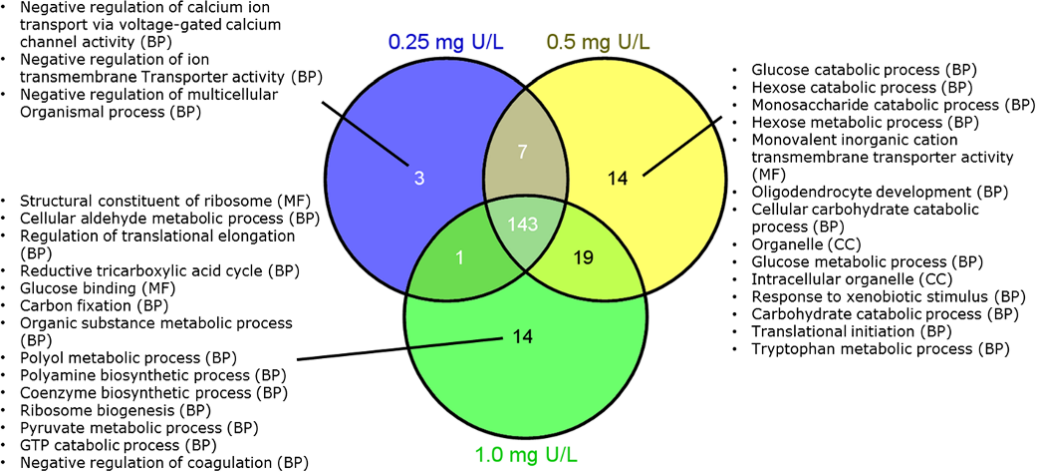
**Gene Ontology (GO) functions.** A Venn diagram analysis of GO terms that were significantly overrepresented (p < 0.05) in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU). The results were related to up-regulated genes. Lists of descriptions were corresponding to the GOs that were uniquely regulated by different concentrations of U. BP: biological process; MF: molecular function; CC: cellular component.

Enriched GO functions that were commonly regulated by all U concentrations were shown in Figure 4. Several biological processes such as generation of precursor metabolites and energy, nucleobase-containing compound metabolic process and carbohydrate metabolic process were found to be the top functions affected by U. Other processes directly related to U-induced stress responses such as signal transduction, cellular homeostasis, cellular differentiation, response to stress and response to external stimulus were identified. The up-regulated DEGs had important molecular functions such as transporter activity, transferase activity and translation factor activity (nucleic acid binding). A number of DEGs were also found to be associated with cellular activities localized in the mitochondrion, protein complex and ribosome, whereas the nucleoplasm was less affected. 

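Gene names were available only through the study's own tables, so they cover probes that the study called. The 1995 rows of Table S1 used here each matched 1 probe by fold change (relative tolerance 2e-05), and 509 further rows were not used here. Together with Table S3, 919 probes were named and 850 of them tested, 599 higher and 251 lower in exposed fish than in the control. Of 30 tested probes whose description names the mitochondrion, 28 were higher and 2 lower, with a median log2 fold change of 1.30. Of 20 whose description names a ribosomal protein, 18 were higher and 2 lower, with a median of 0.93. Because these probes were picked by the study on the same arrays, the tallies are not independent evidence, and no enrichment was tested.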

A complete list of overrepresented GOs can be found in Additional file 1: Table S2.

**Figure 4:**
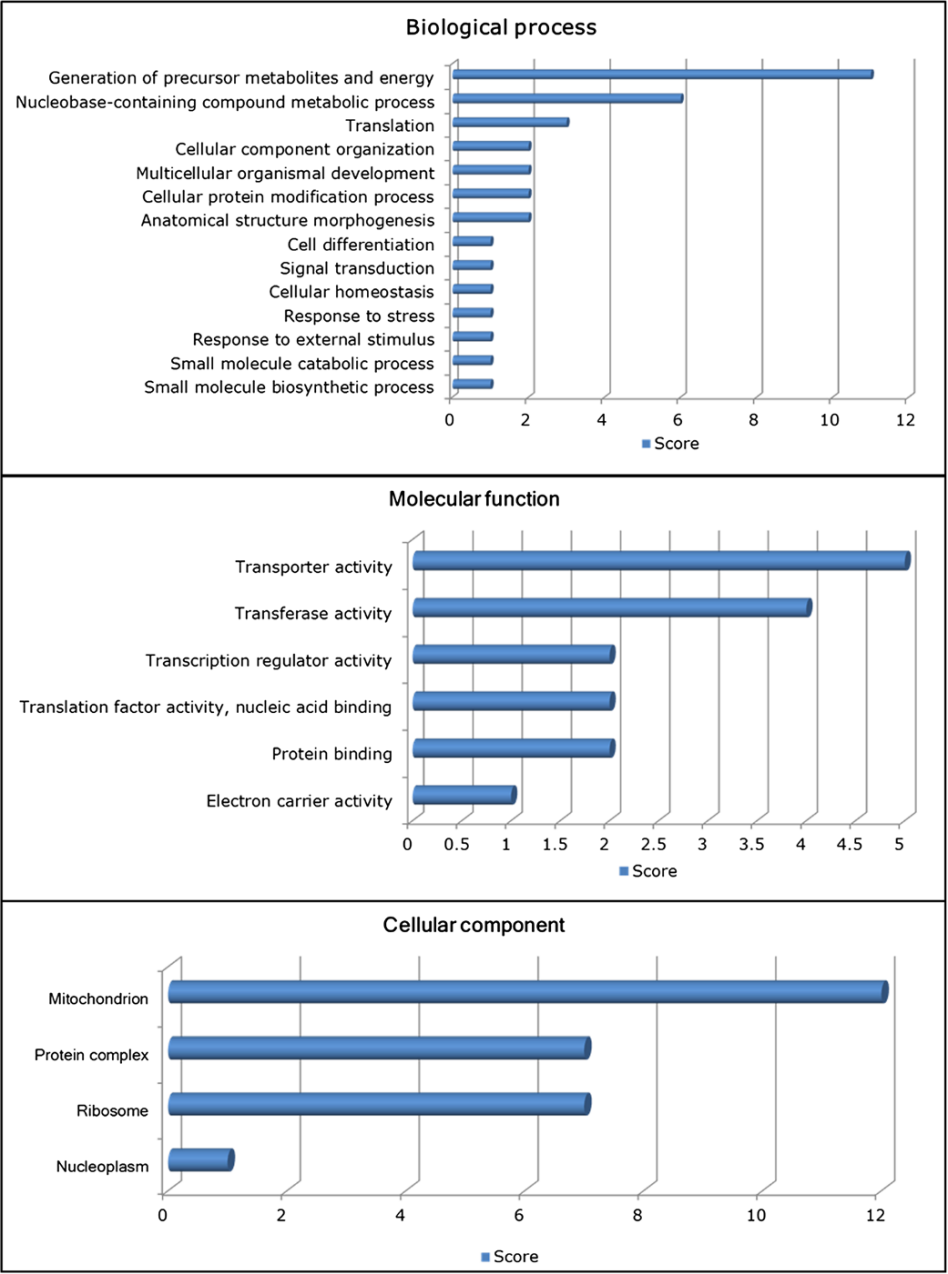
**Common biological functions regulated by all concentrations of depleted uranium.** An overview of overrepresented gene ontology (GO) biological processes, molecular functions and cellular component that were commonly regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU). Score = number of supporting GO terms within the same directed acyclic relationship (i.e. functional category).

### Gene network and pathway analyses

Protein-protein interaction-based gene network and pathway analyses were performed using mapped salmon DEGs towards mammalian orthologs to get more insight into the toxicological mechanisms of U. In total 67.9% (low U), 67.7% (medium U) and 69% (high U) DEGs were successfully mapped (Additional file 1: Table S3). Network and pathway analyses were performed using either complete DEG lists or two separated lists of DEGs representing up- and down-regulation of genes. Better enrichment of DEGs in their supporting pathways was observed when using both up- and down-regulated DEGs rather than separated lists. Table 1 shows the top gene networks that were regulated by U. The gene networks that were by different U concentrations had common functions, such as hematological disease, hereditary disorder, tissue morphology, lipid metabolism, cell death and survival and DNA repair.

**Table 1:** **Top gene networks (score > 1, focus molecules > 1) induced in the liver of Atlantic salmon (** ***Salmo salar*** **) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU)**

Top network functions	0.25 mg U/L		0.5 mg U/L		1.0 mg U/L	
	Score	DEGs	Score	DEGs	Score	DEGs
Hematological Disease, Hereditary Disorder, Tissue Morphology	181	123	181	123	181	123
Cellular Assembly and Organization, Cellular Function and Maintenance, Cell Morphology	110	89	110	89	110	89
Hereditary Disorder, Metabolic Disease, Lipid Metabolism	81	70	81	70	81	70
Developmental Disorder, Hereditary Disorder, Metabolic Disease	78	68	79	69	79	69
Endocrine System Development and Function, Small Molecule Biochemistry, Drug Metabolism	70	64	70	64	70	64
Cell Death and Survival, Cellular Movement, Tumor Morphology, Hair and Skin Development and Function	57	56	58	57	58	57
DNA Replication, Recombination, and Repair, Energy Production, Nucleic Acid Metabolism	54	54	53	53	54	54
Protein Synthesis, Gene Expression, Developmental Disorder	13	22	13	22	13	22

Pathway analyses further identified sets of DEGs that were involved in specific biological or toxicological functions. A Venn diagram analysis was performed first to identify common and unique toxicity pathways that were affected by different U concentrations (Figure 5). Nine toxicity pathways (Figure 6) were found to be commonly regulated by all U concentrations, including pathways related to mitochondrial functions (mitochondrial dysfunction, swelling of mitochondria, increases depolarization of mitochondria and mitochondrial membrane), stress responses to ROS (oxidative stress, hypoxia-inducible factor signaling), nuclear receptor signaling (farnesoid X receptor (FXR)/ retinoid X receptor (RXR) activation, endotoxin lipopolysaccharide (LPS)/interleukin-1 (IL-1) mediated inhibition of RXR function) and organ damage (renal necrosis/cell death, liver proliferation). 

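Values are given for the genes that Table S4 lists in these pathways and that a unique match of fold changes tied to a probe, with directions from all exposed arrays against the control. For mitochondrial dysfunction, 15 probes were tested, of which 13 were higher and 2 lower in exposed fish, and limma called 14, 14 and 12 at low, medium and high U. Swelling of mitochondria rested on 3 probes, all higher, with 2, 3 and 1 called. The depolarization-increasing pathway rested on 2 tested probes, both higher. Oxidative stress had 6 higher and 1 lower, and hypoxia-inducible factor signaling 9 higher and 1 lower. FXR/RXR activation had 5 higher and 2 lower, and LPS/IL-1 mediated inhibition of RXR function 8 higher and 4 lower. Renal necrosis/cell death had 12 higher and 8 lower, and liver proliferation 9 higher and 3 lower. Many genes stand in several of these lists. Of 491 Table S3 symbols matched to a probe at 2 or 3 doses, 332 have the same symbol for that probe in Table S1, 36 have none there and 123 have another.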

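The genes listed for decreased depolarization of mitochondria and mitochondrial membrane had 3 tested probes, 2 higher and 1 lower in exposed fish. All 3 were called at low U and at medium U, and 2 at high U. Hepatic fibrosis had 7 tested probes with a median log2 fold change of 0.81, called 7, 7 and 5 times over the doses. For increased renal proliferation the median over 7 probes was 0.78, with 6 higher and 1 lower.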

Three toxicity pathways were commonly regulated by low and medium U, including pathways related to mitochondrial functions (decreases depolarization of mitochondria and mitochondrial membrane) and organ damage (hepatic fibrosis, increases renal proliferation). The biotransformation-related pathways (cytochrome P450 panel-substrate is a sterol) derived from different species were commonly regulated by low and high U concentrations. 

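For hepatic cholestasis, 7 probes were tested, of which 6 were called at low U, 7 at medium U and 4 at high U. For xenobiotic metabolism signaling, 13 probes were tested and 13, 12 and 12 were called, with 10 higher and 3 lower in exposed fish and a median log2 fold change of 1.79. Whether these numbers differ between the doses was not tested.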

Toxicity pathways related to potential organ damage (hepatic cholestasis) and biotransformation (xenobiotic metabolism signaling) were uniquely regulated by low and high U, respectively. No toxicity pathway was found to be uniquely regulated by medium U. The ratios between supporting DEGs identified in this study and the putative total supporting genes in a toxicity pathway ranged from 0.04 to 0.2. A complete list of significantly enriched toxicity pathways can be found in Additional file 1: Table S4).

**Figure 5:**
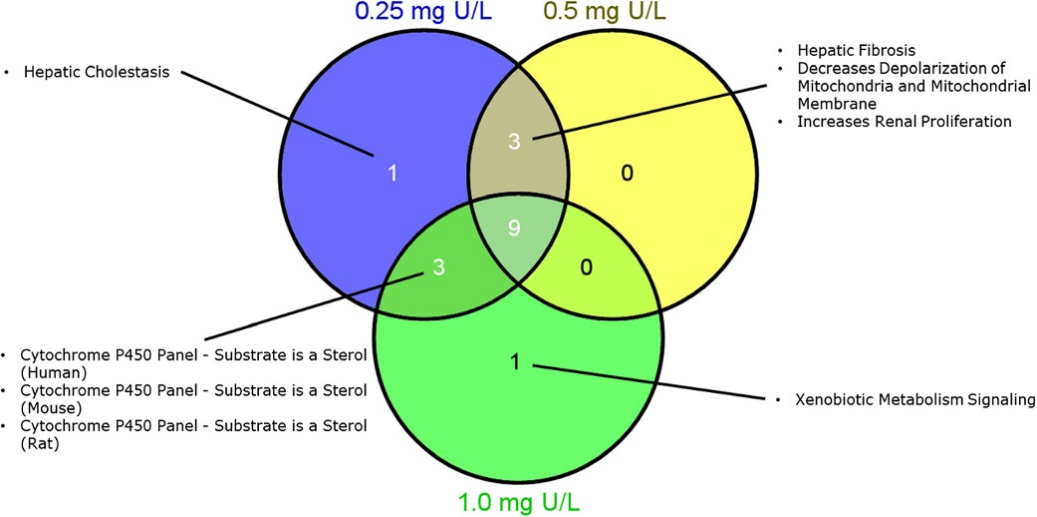
**Common and unique toxicity pathways between different uranium concentrations.** A Venn diagram showing common and unique toxicity pathways that were regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU).

**Figure 6:**
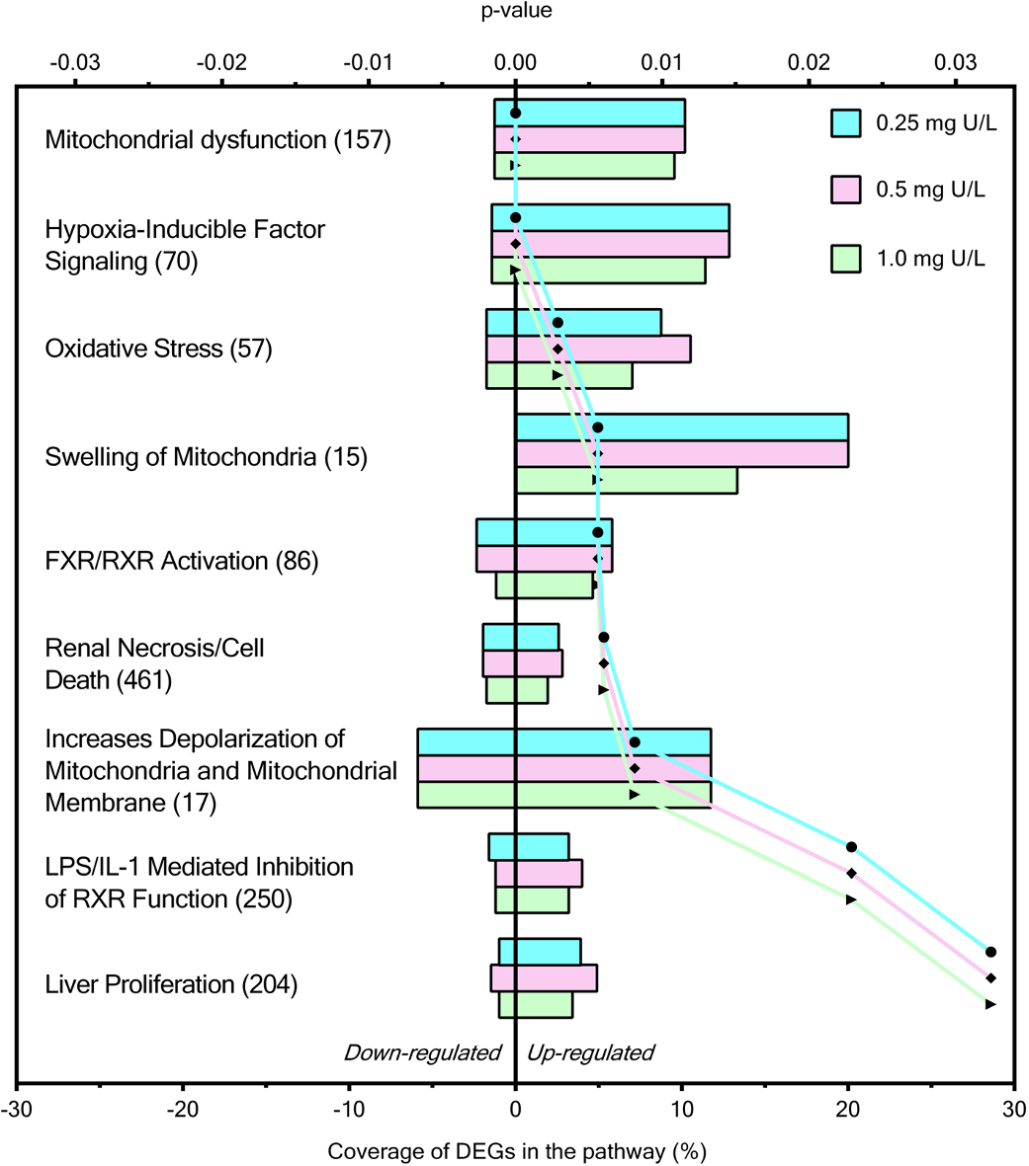
**Commonly regulated toxicity pathways and supporting differentially expressed genes (DEGs) among all uranium concentrations.** Toxicity pathways and number of supporting differentially expressed genes (DEGs) that were commonly regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5, 1.0 mg/L nominal concentrations of depleted uranium (DU). Bars indicate the percentages of up- or down-regulated DEGs found in the present study compared to the total number of supporting genes in the pathway (given in parenthesis). Dotted lines indicate the patterns of statistical significance across different pathways.

Canonical pathways were also studied to get more insight into the toxicological mechanisms of U. In total 76, 72 and 65 canonical pathways were found to be significantly affected by low, medium and high concentration of U, respectively. A Venn diagram analysis was also performed to identify common and unique canonical pathways between different U concentrations (Figure 7). Among all enriched canonical pathways, 7 were uniquely affected by low U, 5 uniquely affected by medium U and 5 uniquely affected by high U treatment. There were 46 pathways being commonly affected by all U concentrations. These pathways were mainly grouped into 10 apical functional categories (Table 2), including amino acids degradation, cell growth and development, energy-related cellular metabolic process, cellular immune response, free radical scavenging and apoptosis, hematological response, intracellular signal transduction, nervous system signaling, nuclear receptor signaling and regulation of cell cycle, DNA replication, repair and transcription. 

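Among pathways listed at all 3 doses in Table S5, valine degradation rested on 4 probes, all higher in exposed fish than in the control, with a median log2 fold change of 1.22. UVB-induced MAPK signaling had 4 higher and 1 lower. Nicotine degradation II had 5 tested probes, 4 of them higher. The directions are those of probes the study had already called.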

A complete list of significantly enriched canonical pathways can be found in Additional file 1: Table S5.

**Figure 7:**
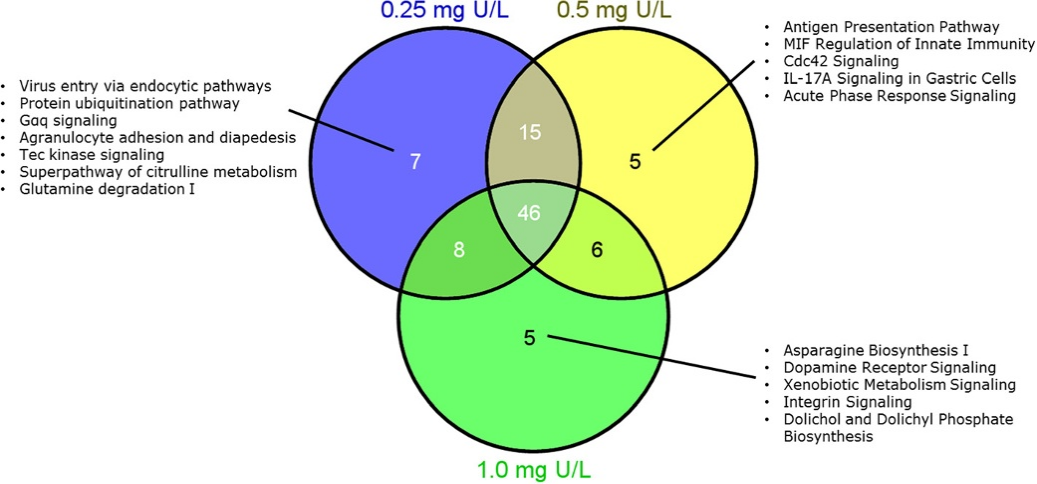
**Common and unique canonical pathways between different uranium concentrations.** A Venn diagram showing the common and unique canonical pathways that were regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU).

**Table 2:** **Canonical pathways and supporting differentially expressed genes (DEGs) that were commonly regulated by 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU)**

Apical toxicological category	Ingenuity canonical pathways	Supporting DEGs
Amino acids degradation	Tryptophan Degradation to 2-amino-3-carboxymuconate Semialdehyde	KMO↑,TDO2↑
	Valine Degradation I	DLD↑,ALDH6A1↑,BCKDHB↑
Cell growth and development	Epithelial Adherens Junction Signaling	MET↑,CDH1↓,MYL6↑,ARPC5L↑,MYH7↑,TCF7L1↓,CDC42↑,ACTG1↓,TUBA1B↑
	Sertoli Cell-Sertoli Cell Junction Signaling	MAP2K4↑,CDH1↓,MAPK14↓,PPAP2B↑,CLDN18↓,IGSF5↑,CDC42↑,ACTG1↓,TUBA1B↑
	Germ Cell-Sertoli Cell Junction Signaling	MAP2K4↑,CDH1↓,MAPK14↓,RHOB↑,PPAP2B↑,CDC42↑,RHOF↑,ACTG1↓,TUBA1B↑,FNBP1↑
	Remodeling of Epithelial Adherens Junctions	MET↑,DNM1↓,CDH1↓,ARPC5L↑,ACTG1↓,TUBA1B↑
	ILK Signaling	MAP2K4↑,CDH1↓,FN1↓,MYL6↑,RHOB↑,PPAP2B↑,MYH7↑,CDC42↑,RHOF↑,ACTG1↓,FNBP1↑,DSP↓
	Actin Cytoskeleton Signaling	FN1↓,MYL6↑,ARPC5L↑,PIKFYVE↑,RDX↓,MYH7↑,CDC42↑,GIT1↓,TTN↓,ACTG1↓
Cellular immune response	HMGB1 Signaling	MAP2K4↑,MAPK14↓,RHOB↑,CDC42↑,RHOF↑,FNBP1↑
	IL-22 Signaling	MAP2K4↑,JAK1↓,MAPK14↓
Free radical scavenging and apoptosis	Mitochondrial Dysfunction	MAP2K4↑,SDHA↑,COX6B1↑,CPT1A↓,UQCR11↑,SDHC↑,COX7A2L↑,DHODH↑,MAOB↓,PRDX3↑,TXN2↑,UQCRFS1↑,NDUFS2↑,SDHD↑,NDUFA3↑,AIFM1↑,COX15↑
	NAD biosynthesis II (from tryptophan)	KMO↑,TDO2↑,QPRT↑
	Tight Junction Signaling	MYL6↑,RAB13↑,CLDN18↓,IGSF5↑,MYH7↑,CDC42↑,ACTG1↓,CSTF3↑
Hematological response	Hypoxia Signaling in the Cardiovascular System	TP53↑,P4HB↑,HSP90AB1↑,SUMO1↑,NQO1↑,UBE2D4↓,UBE2E1↑
	Inhibition of Angiogenesis by TSP1	MAP2K4↑,HSPG2↑,TP53↑,MAPK14↓
	Intrinsic Prothrombin Activation Pathway	F10↑,F9↑,COL18A1↓
	Coagulation System	F10↑,F9↑,F7↑,SERPINF2↑,SERPIND1↑
	Role of JAK family kinases in IL-6-type Cytokine Signaling	MAP2K4↑,JAK1↓,MAPK14↓
Intracellular signal transduction	Signaling by Rho Family GTPases	MAP2K4↑,CDH1↓,RHOB↑,MYL6↑,ARPC5L↑,GNB2L1↑,SEPT7↑,RDX↓,PIKFYVE↑,RHOF↑,CDC42↑,ACTG1↓,FNBP1↑
	Actin Nucleation by ARP-WASP Complex	RHOB↑,ARPC5L↑,CDC42↑,RHOF↑,FNBP1↑
	RhoA Signaling	MYL6↑,ARPC5L↑,SEPT7↓,PIKFYVE↑,RDX↓,TTN↓,ACTG1↓
	Glucocorticoid Receptor Signaling	MAP2K4↑,GTF2A2↑,POLR2F↑,JAK1↓,MAPK14↓,HSP90AB1↑,SUMO1↑,GTF2E2↑,HLTF↑,POLR2I↑,TAF13↑
	RhoGDI Signaling	CDH1↓,MYL6↑,RHOB↑,ARPC5L↑,GNB2L1↑,PIKFYVE↑,RDX↓,CDC42↑,RHOF↑,ACTG1↓,FNBP1↑

Full descriptions of gene symbols can be found in Additional file 1: Table S3. Arrow sign ↑ indicates up-regulation, ↓ indicates down-regulation.

### Quantitative real-time rtPCR verification

Quantitative real-time rtPCR was performed to verify 8 selected DEGs involved in a few important pathways found by microarray analysis, including apoptosis-inducing factor mitochondrion-associated 1 (AIFM1), janus kinase 1 (JAK1), heat shock protein 90 kDa alpha class B member 1 (HSP90AB1), succinate dehydrogenase complex subunit D (SDHD), prolyl 4-hydroxylase beta polypeptide (P4HB), cytochrome c oxidase subunit VIb polypeptide 1 (COX6B1), peroxiredoxin 3 (PRDX3) and tumor protein p53 (P53). Significant induction of these genes was found by qPCR analysis (Figure 8). A general tendency of increased expression from low to medium U, and decreased expression from medium to high U concentration was found for most of the target genes tested. Compared to the microarray results, some differences were found in the magnitude of gene expression. All genes induced by U, except for P53, had relatively larger fold changes measured by microarray than that measured by qPCR.

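The qPCR samples were not analysed here, and the values below are from the arrays (n = 3 per group). The log2 fold change at low, medium and high U was 1.66, 2.42 and 1.90 for AIFM1, 1.65, 2.10 and 1.82 for HSP90AB1, and 1.48, 1.57 and 1.61 for SDHD. For P4HB it was 1.55, 1.72 and 2.03, for COX6B1 1.68, 1.63 and 1.64, and for PRDX3 it was 1.56 and 1.51 at low and medium U and slightly lower at high U. All of these were called at each dose by limma, and 9 of 9 exposed arrays lay above all control arrays. JAK1 was lower than in the control, at -0.90, -1.32 and -0.76, with 9 of 9 exposed arrays below the controls. Its call was missed at high U (adjusted p = 0.0512), where it was called with the slide as a block, and was lost for all exposed arrays together under scaling to the spike-ins. For AIFM1 the SD between arrays was 0.36 in the control and 0.35 at medium U. With all probes tested, none of these genes differed between doses. Over all genes named by the study, the lowest adjusted p between any pair of doses was 0.627.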

**Figure 8:**
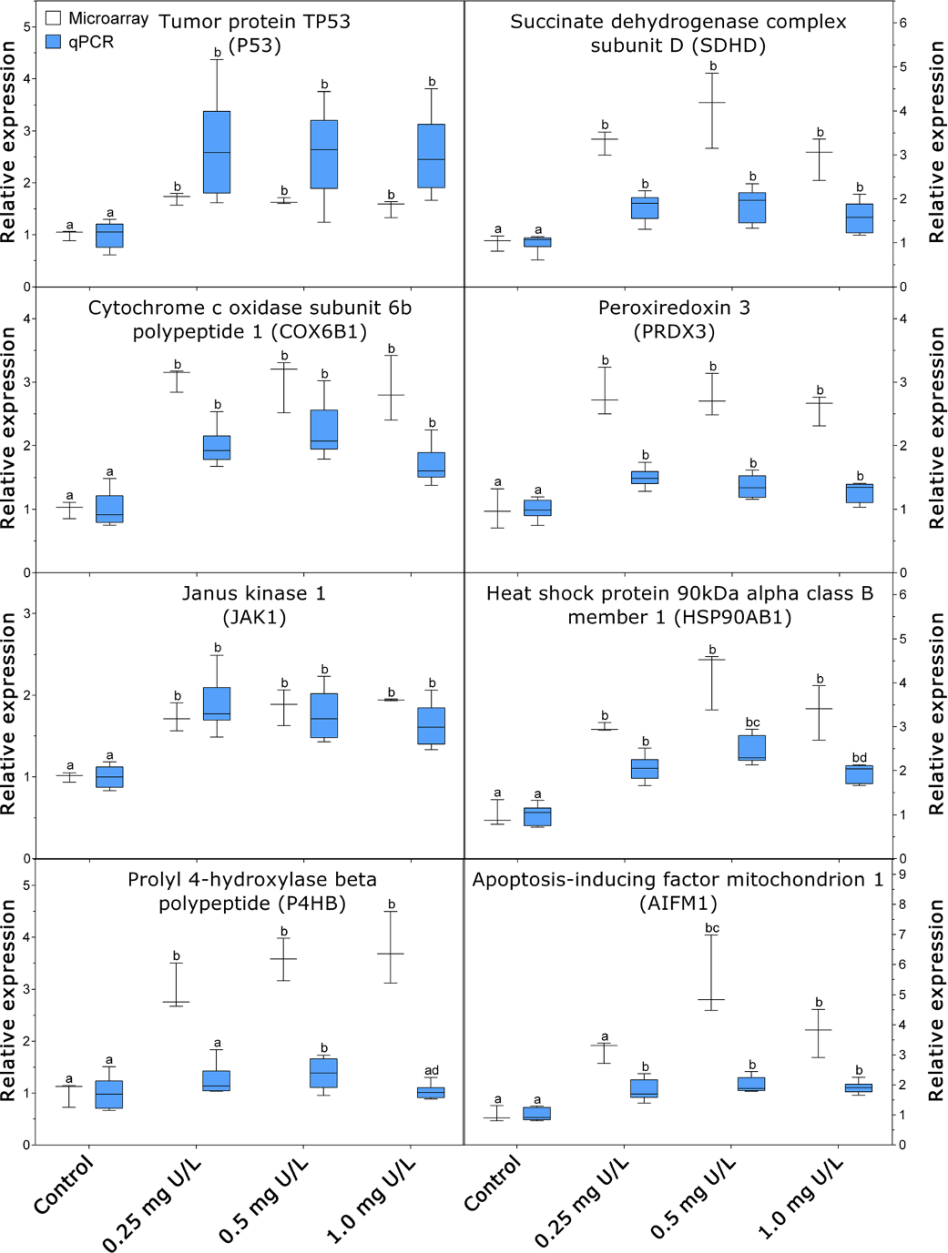
**Quantitative real-time rtPCR (qPCR) verification of biomarker gene response.** A comparison of biomarker gene expressions measured by microarray (N = 3) and qPCR (N = 6) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU) in the liver of Atlantic salmon (*Salmo salar*). The lower and upper edge of box represent 25% median and 75% median of data, respectively, the middle line in the box represents the data median, the whiskers represent the data range (from the min. to max.). Left column: results from qPCR analysis; Right column: results from microarray analysis. a: not significantly different from the control; b: significantly different from the control; c: significantly different from 0.25 mg U/L treatment; d: significantly different from 0.5 mg U/L treatment.

### Plasma variables and micronucleus assay

The blood samples were also collected in addition to liver to determine potential physiological changes after exposure to U. As reported previously [7], no significant alterations of plasma glucose, Na, K or hematocrit were found. A slight increase of micronuclei formation was observed in the red blood cells in 0.25 mg /L DU exposed fish. However, the difference was significant from the control [7].

## Discussion

### Uranium bioaccumulation

As reported previously, U was found to accumulate in the liver of Atlantic salmon after 48 h exposure and the liver concentrations increased with increasing the water concentrations of U [7]. The bioaccumulation of U in fish, especially in gill, liver and kidney, has been well documented by a number of studies [6, 7, 15–20]. The internal concentrations of U in different tissues are likely dependent on U speciation in the test water, concentrations of competing ions and toxicokinetics in fish. The observed effects after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of DU is therefore likely due to the U uptake and U liver concentration (2.9 ± 1.5 ng/g ww, 4.9 ± 1.9 ng/g ww and 7.5 ± 2.1 ng/g ww) and not to the total U concentration in water.

### Early transcriptional responses to uranium

The present study focused on a combination of classical statistical treatment and functional enrichment analysis followed by customized identification of potential protein-protein interactions, toxicity and canonical pathways on the basis of mapping to mammalian orthologs. The protein-protein interactions, toxicity and canonical pathway analyses were considered to be exploratory, as the mammalian pathways may not always represent the same functions as that in fish. However, the correspondence between the present data and existing knowledge on stress responses in fish after U exposure provide confidence that the approach chosen herein may serve as a platform to guide future investigations. The major findings will be summarized and discussed below.

#### Mitochondrion electron transport chain

The analysis of global transcriptional changes and associated functional interpretation in the present study suggested that the mitochondrion, which plays a central role in the production of adenosine-5’-triphosphate (ATP) in oxidative phosphorylation (OXPHOS), may be one of the main targets of U hepatotoxicity in Atlantic salmon after short-term exposure. This was first revealed by GO-based functional analysis of DEGs associated with the mitochondrion as a cellular target, and further confirmed by pathway analyses where mitochondrial dysfunction, increases depolarization of mitochondria and mitochondrial membrane, and swelling of mitochondria were found to be affected by all U concentrations. 

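Genes of the mitochondrial electron transport chain (ETC), the membrane complexes that pass electrons to oxygen, were higher after exposure. For all exposed arrays against the control, UQCR11 of complex III rose by a log2 of 1.44 (standard error 0.19, adjusted p = 0.00164 from limma), and over the doses by 1.44, 1.46 and 1.41. SDHD of complex II rose by 1.55 (standard error 0.17, adjusted p = 0.00078) and COX6B1 of complex IV by 1.65 (standard error 0.16, adjusted p = 0.000571). In each of these 3 genes, 9 of 9 exposed arrays exceeded every control array. No alternative or omission of a single array removed a call for all exposed arrays together.

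**Figure D3:**
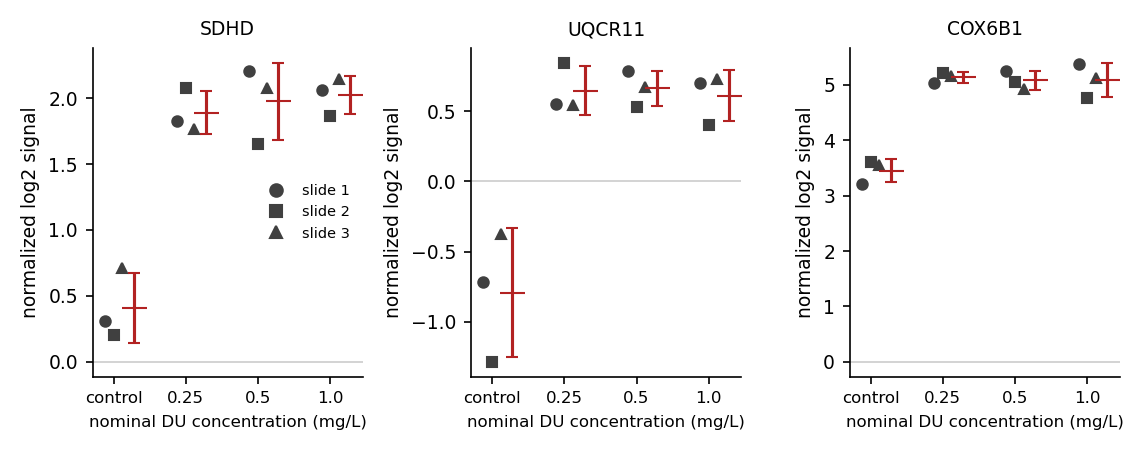
Log2 intensity relative to the array's 75th percentile for SDHD, UQCR11 and COX6B1 on each of the 12 arrays, by group. Marker shapes stand for the slides and red marks give the mean ± SD of 3 arrays. All exposed arrays lie above the control arrays of the same gene.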

The mitochondrial dysfunction pathway (Additional file 2: Figure S1) showed that several encoding genes of major protein complexes in the mitochondrial electron transport chain (ETC), such as NADH dehydrogenase (ubiquinone) Fe-S protein 2 (NDUFS2, Complex I), succinate dehydrogenase complex subunit D (SDHD, complex II), ubiquinol-cytochrome c reductase (UQCR11, complex III) and cytochrome c oxidase subunit VI b polypeptide 1 (COX6B1, complex IV), were found to be up-regulated, indicating potentially elevated ETC activity after U exposure. The pathway analysis did not identify genes in the complex V being affected, probably due to the lack of successful mapping of salmon DEGs towards mammalian orthologs. Indeed, two unmapped salmon DEGs which have important functions in complex V were induced by U, including ATP synthase H^+^ transporting mitochondrial F0 complex subunit F6 (ATP5J), which was regulated by all U concentrations, and complex V subunit ATP synthase H^+^ transporting mitochondrial F1 complex beta polypeptide (ATP5B), which was regulated by medium U treatment. These findings supported the hypothesis that core components of the mitochondrial ETC were likely affected by U. The mitochondrion ETC activity and associated ATP synthesis may have been modulated by U after 48 h exposure. This was also supported by the result from GO-based functional analysis that generation of precursor metabolites and energy was found to be the top overrepresented GO biological process affected by U. In addition, the eukaryotic citric acid (TCA) cycle II as a main part of the nutrient metabolic processes in the aerobic respiration was identified to be one of the highly enriched canonical pathways, indicating potential effects of U on energy metabolism in fish. These findings were in agreement with that reported by a few previous fish studies. 

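ATP5J was higher than in the control by a log2 of 0.80 at low U, 0.57 at medium U and 0.67 at high U. It was called at low and high U, while at medium U the adjusted p was 0.0406 and the change stayed under the fold change minimum. For all exposed arrays it was 0.68 (adjusted p = 0.00754 from limma), and without control replicate 2 it fell under the minimum at 0.57. ATP5B was called at medium U alone, with 0.60 (adjusted p = 0.046), against 0.48 at low U (adjusted p = 0.119) and 0.47 at high U (adjusted p = 0.146). For all exposed arrays it changed by 0.52 (adjusted p = 0.0318), under the minimum, and without control replicate 3 by 0.67, past it. In that comparison ATP5B was also called with no minimum and, chosen after seeing the data, with normexp background correction and with scaling to the spike-ins. The call of ATP5B at medium U and that of ATP5J at high U were kept in only 1 of 12 fits with an array left out, without control replicate 3, while that of ATP5J at low U was kept in 9. With array medians or the replicate block neither of the first 2 was called, nor was ATP5B with the one-way test of the methods, or ATP5J with quantile normalization or the value table. With no filter on dim probes ATP5J was called at no dose, low U included, while ATP5B kept its call at medium U. A difference between doses was not detected for either gene (lowest adjusted p 0.97 and 0.982).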

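Counting every probe that the study's tables name for a subunit or assembly factor of a complex, 3 of 4 were higher in exposed fish for complex I, 5 of 5 for complex II, 2 of 2 for complex III, 6 of 6 for complex IV and 2 of 2 for complex V. The median log2 fold change was 0.94, 1.55, 1.25, 1.59 and 0.60 in that order. Only probes that the study had called on these arrays carry a name, so unchanged subunits could not enter these tallies. Some genes, such as COX7A2L, NDUFA3 and SDHA, are counted at more than 1 probe. The tallies are therefore not independent evidence on the complexes. SDHC rose by 1.55, UQCRFS1 by 1.07, COX15 by 1.74 and the brightest probe for SDHA by 1.06. The brightest of 3 COX7A2L probes rose by 1.52 and the other 2 by more, and the brighter of 2 NDUFA3 probes rose by 0.93. All of these were called for exposed arrays against the control, as limma's adjusted p shows (0.00251 for SDHA, the highest). From the up-regulation of genes of complex I, II, III and IV and the induction of ATP5J and ATP5B, together with the mitochondrial toxicity pathways found at all doses, the paper finds support for the hypothesis that core components of the chain were probably affected by U. It proposes that ETC activity and ATP synthesis may have been modulated, and that the mitochondrion may be among the main targets.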

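For the eukaryotic TCA cycle II, the tables of the study list genes with 5 tested probes, of which 4 were higher and 1 lower in exposed fish, with a median log2 fold change of 1.06. They include the succinate dehydrogenase subunits, which are also part of complex II.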

Work by Lerebours and co-workers [6] reported that genes involved in the mitochondrial metabolism such as cytochrome c oxidase subunit I (COX-I) and mitochondrial ATP synthase subunit b (ATP5f1) were induced by low concentrations (23 and 130 μg/L) of U during a 28 d exposure in zebrafish. Lerebours and colleagues [12] further measured the mitochondrial energetic metabolism in the skeletal muscles and brain of zebrafish exposed to 30 and 100 μg/L of U for 28 d and found that the basal respiration rate was increased in the brain at day 10 and in the muscles at day 28 with a few proteins involved in the ETC being up-regulated, such as COX-IV (brain) and COX-I (muscle).

The mitochondrial membrane potential (MMP), a driving force for the operation of ATP synthase (complex V) to produce ATP, is dependent on the ETC activity [21]. The present study identified two toxicity pathways involved in the depolarization of mitochondria and mitochondrial membrane. One of them was related to the increase in the MMP and the other related to the reduction of the MMP. These toxicity pathways were supported by different sets of DEGs, probably indicating the activation of multiple mechanisms related to potentially decreased MMP after U exposure. In fact, dissipation of MMP by U has been reported by a number of studies in mammals previously [22–26] and may also be a key mechanism of U chemical toxicity in fish. A study by Pourahmad and co-workers [27] found that the collapse of MMP was correlated with increased mitochondrial permeability transition (MPT) in rat hepatocyte due to the opening of mitochondrial permeability transition pore (MPTP) after U exposure. The opening of MPTP may be a consequence of the oxidation of thiol groups by U-induced ROS in the MPTP region in the mitochondrial inner membrane [27], or as a result of perturbed mitochondrial osmolarity, such as the alteration of intra-mitochondrial calcium level [12, 28, 29]. It has also been suggested that uranyl ions may form stable complexes with ATP by binding to the phosphate groups [30], thus influencing the synthesis of ATP and its cross-membrane translocation. Interestingly, several DEGs involved in these processes, such as the calcium channel voltage-dependent L type alpha 1C subunit (CACNA1C) and sodium/potassium transporting ATPase subunit beta-3 (ATP1B3) related to the calcium transportation, and adenosine diphosphate (ADP)/ATP translocase 2 (SLC25A5) related to the ADP/ATP cross-membrane transportation were found to be regulated following U exposure. 

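CACNA1C was lower than in the control, by -1.33 (log2) at low U and -1.48 at medium U, and was not called at high U (-0.54, adjusted p = 0.216 from limma). Of its exposed arrays, 7 of 9 lay below all controls. The difference between doses was not past the threshold (lowest adjusted p 0.627), and under scaling to the spike-ins the call for all exposed arrays was lost. ATP1B3 was higher by 0.92 at low U, 0.67 at medium U (adjusted p = 0.0527, not called, but called with the slide as a block) and 0.92 at high U, and its call for all exposed arrays was lost after normexp background correction. SLC25A5 was called at medium U alone (0.63, adjusted p = 0.0445), with 0.55 at low U and 0.46 at high U, and this call was kept in 2 of 12 fits with an array left out. For all exposed arrays SLC25A5 changed by 0.55 (adjusted p = 0.0297), which is under the fold change minimum. It passed with array medians in place of the 75th percentile, without control replicate 3 (0.61) and without medium U replicate 1. It also passed with no fold change minimum and, chosen after seeing the data, with normexp background correction and with scaling to the spike-ins.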

The differential expression of these transporter genes may be potentially caused by disturbance of calcium and ATP homeostasis in the cells by U. Taken together, U may induce ROS, increase the ion concentration and/or interfere with ATP/ADP molecules in the mitochondria, thus causing an increase in the inner membrane MPT and dissipation of the proton gradient (i.e. MMP) by calcium overload and/or U ion accumulation on the mitochondrial inner membrane. The activation of ETC genes may therefore be a compensatory mechanism to re-establish the MMP, adjust the osmolarity in the mitochondria and overall secure the ATP production.

#### Oxidative stress response

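PRDX2 rose by a log2 of 2.39, 2.74 and 2.07 at low, medium and high U. For all exposed arrays against the control the change was 2.40 (standard error 0.25, adjusted p = 0.000654 from limma), and that of PRDX3, a mitochondrial peroxiredoxin, was 1.51 (standard error 0.20, adjusted p = 0.00178). TXN2 rose by 0.65, 0.64 and 0.67 and was called at medium U alone, with adjusted p of 0.0501 at low U and 0.0579 at high U. With the slide as a block it was called at all 3 doses, while the call at medium U was kept in 5 of 12 fits with an array left out. All its exposed arrays lay above the controls, and its change over them was 0.65 (standard error 0.14, adjusted p = 0.013). Without control replicate 1 or control replicate 2 (0.56) it was no longer called.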

The present study showed that genes encoding for antioxidant enzymes, such as peroxiredoxin 2 (PRDX2), PRDX3 and thioredoxin 2 (TXN2) were found to be up-regulated by U, indicating possible activation of antioxidant defense system. It has been commonly accepted that U may generate ROS and/or interfere with cellular redox reactions similar to other metals, such nickel, cadmium and copper [31], and subsequently cause oxidative stress as a key MoA [7, 15, 16, 19, 32]. Previous work by Song et al. [7] also documented the up-regulation of several genes involved in the antioxidant system in the liver of salmon after 48 h exposure to U, such as γ-glutamyl cysteine synthetase (GCS), glutathione reductase (GR) and glutathione peroxidase (GPx).

Since ROS can be formed following exposure to exogenous stressors such as U, or through normal biochemical processes in various cellular components such as cell membrane, mitochondria, peroxisomes and endoplasmic reticulum, clear identification of the actual source of ROS production may be challenging based on transcriptional responses. As the elevated level of mitochondrial ETC activity may also be a source of ROS production through normal physiological processes [33], it was likely that at least part of the oxidative stress response observed may occur in the mitochondria as a result of increased redox activities in the ETC Such hypothesis may also be supported by the identification of only limited number of DEGs related to antioxidant defense in this study. Furthermore, depolarization of mitochondrial membrane has been reported as a protective mechanism to avoid excessive ROS formation in the mitochondria in mammals [34, 35], although such causal relationship has not been confirmed in fish yet.

#### Apoptotic signaling

The swelling of mitochondria is frequently accompanied with apoptosis due to the release of cytochrome c as an initiator. Several DEGs found in this study, such as P53 and AIFM1 supporting the toxicity pathway of mitochondrial swelling, are also key regulators of apoptosis. The activation of apoptotic signaling (Additional file 2: Figure S2) supported by DEGs such as P53, AIFM1, bcl2-related myeloid cell leukemia sequence 1 (MCL1), B-cell lymphoma (Bcl) 2-associated X protein (BAX), apoptotic chromatin condensation inducer 1 (ACIN1) and spectrin alpha non-erythrocytic 1 (Fodrin) that were regulated by low and medium U, strengthened the hypothesis that apoptosis was potentially activated after short-term U exposure. 

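Of these genes, AIFM1 had the largest change, 1.99 (log2, all exposed arrays against the control, standard error 0.21, adjusted p = 0.00076 from limma). BAX rose by 0.84 at low and medium U and by 0.72 at high U and was called at all 3. The brighter of 2 MCL1 probes rose by 0.79, 0.59 and 0.62, the last not called (adjusted p = 0.0598) except with the slide as a block, and the other by 0.97, 0.81 and 0.69, the last kept in 1 of 12 fits with an array left out. Without control replicate 2 the brighter probe lost its call for all exposed arrays (0.58). The difference between high U and the other doses was not detected for any of these genes.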

Based on these DEGs, it seemed that three types of apoptotic signaling pathways may be affected, including the intrinsic apoptosis (BAX, P53), extrinsic apoptosis (MCL1) and caspase-independent apoptosis (AIFM1). However, genes regulating the outcomes of apoptotic signaling, such as ACIN1 promoted chromosome condensation and fodrin-regulated cell shrinkage and membrane blebbing were indeed repressed, probably indicating strict regulation of programmed cell death by other physiological processes as well. 

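ACIN1 was lower than in the control by a log2 fold change of -1.0, -1.18 and -0.92 at low, medium and high U and was called at each dose by limma. SPTAN1, which encodes fodrin, changed by -1.07 and -1.35 at low and medium U and by -0.64 at high U, where it was not called (adjusted p = 0.126). In both genes 9 of 9 exposed arrays lay below all controls. Scaled to the spike-ins, the changes over all exposed arrays were -0.36 for ACIN1 and -0.35 for SPTAN1 and no longer called.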

A previous study by the current research group [7] showed that caspase family genes such as BAX, Bcl-x and Caspase 6A were significantly up-regulated as an early sign of apoptosis in Atlantic salmon after 48 h exposure to U. Lerebours et al. [6] found that the BAX gene was 4-fold (23 μg U/L) and 10-fold (130 μg U/L) up-regulated in the liver of zebrafish after a 28 d exposure, suggesting that U exposure may cause apoptosis in fish at even lower concentrations than those tested herein.

#### Hypoxia signaling

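Of the genes of hypoxia-inducible factor (HIF) signaling, NQO1 rose by a log2 of 2.31 at low U, 2.27 at medium U and 2.19 at high U (adjusted p = 0.00404, 0.00134 and 0.00352 from limma). Its probe was well above background on 1 of 3 control arrays and on all exposed arrays, and the size of its rise rests on control signal near background. With normexp background correction, chosen after seeing the values, the log2 fold change of NQO1 for all exposed arrays was 0.62, against 2.26 without it. UBE2E1 rose by 1.15, 1.08 and 1.08, and its call for all exposed arrays was lost after normexp background correction. P4HB has a second, dimmer probe, which rose by 0.77, 1.18 and 0.98, with the call at low U kept in 2 of 12 fits with an array left out. HSP90AB1 over all exposed arrays changed by 1.86 (standard error 0.22, adjusted p = 0.000986). Every exposed array lay above the 3 controls for each of these probes.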

The hypoxia-inducible factor (HIF) signaling pathway (Additional file 2: Figure S3) supported by DEGs such as P4HB, P53, HSP90AB1, NAD(P)H dehydrogenase quinone 1 (NQO1), ubiquitin-conjugating enzyme E2E 1 (UBE2E1) and SMT3 suppressor of mif two 3 homolog 1 (SUMO1) was found to be affected by all U concentrations. Key DEGs in this pathway promoting the hydroxylation (P4HB), ubiquitination (P53, HSP90AB1, NQO1, UBE2) and transcriptional regulation (SUMO1) of HIF-α were induced by U, suggesting that salmon may have suffered from U-caused hypoxia [36–42]. Although not assessed in the present study, the rationale for these observations may be several. Firstly, fish may have actually experienced hypoxia, as U may accumulate in the gill [6, 7, 43], alter gill structure and functions to reduce the gill oxygen uptake [43], influence the capacity of oxygen transport by red blood cells, or reduce the cardiac flow rate and oxygen supply [44]. The hypoxic responses have been frequently observed in living organisms exposed to metals, such as chromium, nickel and cobalt [45]. Secondly, dysfunction of the hematological system, which was indeed found to be one of the top gene networks regulated by all U concentrations, may potentially lead to hypoxia by affecting the transportation of oxygen. Hypoxic stress may cause further damage to the cardiovascular system and/or other physiological processes [46]. Another potential mechanism may be that cross-talks between pathways such as P53 signaling and/or aryl hydrocarbon receptor (AhR) pathway may cause modulation of HIF-α signaling [47]. In addition, U-induced ROS may also interfere with the iron availability and regulate the prolyl hydroxylase activity indirectly [48, 49]. Since 95% of the oxygen consumed by fish is used by the mitochondrial ETC to produce ATP, hypoxia may have considerable impact on the ETC activity. Several studies have proposed that mitochondrial ETC may regulate the cellular ROS level and HIF-1α expression [50], supporting the hypothesis that the induction of hypoxia signaling may also be a consequence of mitochondrial dysfunction.

#### DNA repair signaling

Uranium has been reported to cause DNA damage in fish [15, 19] either by causing oxidative DNA strand breaks through ROS, or by direct alteration of DNA structure through binding to the DNA molecules and forming uranium-DNA adducts [51, 52]. The top network found in this study showed that U regulated a group of DEGs associated with DNA replication, recombination and repair, representing transcriptional responses to potential DNA damage caused by U. Although no toxicity pathway directly associated with DNA damage was found based on the current data, the significant enrichment of a canonical pathway related to nucleotide excision repair (NER) may provide a link between U exposure and DNA damage. The NER pathway is usually responsible for repairing single strand DNA damage, either by global genome NER (GG-NER), or transcriptionally coupled NER (TC-NER). 

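For nucleotide excision repair (NER), genes of the RNA polymerase II subunits were measured. The brighter of 2 POLR2I probes rose by a log2 of 0.84, 0.78 and 0.78 at low, medium and high U (adjusted p = 0.0232, 0.0189 and 0.0393 from limma), and the other by 0.66, 0.59 and 0.72. POLR2F rose by 1.23, 1.25 and 0.88. With an array left out, the calls of the brighter POLR2I probe were kept in 8, 9 and 2 of 12 fits, those of the other in 2, 1 and 2, and that of POLR2F at high U in 3. The difference between doses was not detected (lowest adjusted p 0.995 for POLR2I and 0.822 for POLR2F). The probe whose fold change at medium U matches that of GTF2H1 in Table S3, named Tfb1 in Table S1, was well above background on 0 of 12 arrays and so was not tested by limma.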

The present study identified up-regulated DEGs involved in both types of NER, such as DNA directed RNA polymerase II polypeptide I (POLR2I), DNA directed RNA polymerase II polypeptide F (POLR2F) and general transcription factor II H polypeptide 1 (GTF2H1) which are part of the TC-NER pathway. The nuclear excision repair protein RAD23 homolog B (RAD23B), which plays a central role in the GG-NER pathway, were also found to be affected by exposure to U. Song et al. [7] has previously observed that multiple genes involved in the cell cycle regulation and DNA repair processes, such as P53, cyclin-dependent kinase inhibitor 1 (P21), growth arrest and DNA damage-inducible gene gamma (GADD45G), proliferating cell nuclear antigen (PCNA) and RAD51, were up-regulated in the liver of Atlantic salmon after 48 h exposure to U. These evidences suggested that U may cause DNA damage after short-term exposure. But these damages may also be rapidly repaired by various DNA repair mechanisms.

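The probe that Table S1 names RAD23B was lower than in the control, by a log2 of -1.61 at low U, -1.65 at medium U and -0.92 at high U, the last not called (adjusted p = 0.0831 from limma) except with the slide as a block. For all exposed arrays against the control it changed by -1.39 (standard error 0.22, adjusted p = 0.00339), with 9 of 9 exposed arrays below all controls. The lowest adjusted p between any pair of doses was 0.729. A second, brighter probe, which Table S3 ties to RAD23B and Table S1 names otherwise, is not reported here.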

#### Regulation of immune responses

Uranium has been documented to induce immune responses in fish. Cooley and co-workers [53] observed a wide range of histological changes, such as inflammation, tubules necrosis, haemorrhaging, glomerular lesions, pigmented macrophage proliferation in the liver of lake whitefish (*Coregonus clupeaformis*) after dietary exposure to U. A study on zebrafish [6] showed that hepatic IL-1b gene was 4-fold up-regulated by 23 μg /L U after 28 d waterborne exposure and 45-fold up-regulated by 130 μg /L U after 28 d exposure, suggesting that U may induce inflammatory responses. Gagnaire et al. [54] measured the immune biomarker enzyme phenoloxidase-like (PO) activity in zebrafish and found increased PO activity in adult fish after 48 h exposure to U, but significantly decreased PO activity in 96 h larvae after 4 d exposure to U. In mammals, Taulen and colleagues [55] found a group of genes associated with immune functions including tumor necrosis factor alpha-induced protein 1 (TNFAIP1) to be up-regulated in mouse kidney after a 48 h intraperitoneal injection exposure of 5 mg/kg uranyl nitrate. An *in vitro* gene expression study on murine macrophages and CD4+ T-cells showed that U induced multiple genes related to signal transduction, neurotrophic factors, chemokine and chemokine receptors, and interleukins, suggesting the immune modulation ability of U [56].

Several canonical pathways were found to be associated with U-mediated immune responses in this study. The antigen presentation pathway, which plays an important role in the development of both innate and adaptive immunity, may be one of the key pathways linking U exposure to the initiation of immune responses. It is well-known that T helper (CD4+) cells are vital in assisting other white blood cells in immunologic processes, whereas cytotoxic (CD8+) T-cells are eliminators of problematic cells. Through the antigen presentation pathway, cell types such as macrophages and dendritic cells are able to capture antigens and recognized by CD4+ and CD8+ T-cells. A few central DEGs in this pathway, such as major histocompatibility complex class II DQ beta 2 (HLA-DQB2), major histocompatibility complex class I C (HLA-C) and ATP-binding cassette sub-family B transporter 1 (TAP1) were found to be up-regulated following U exposure. 

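The symbols of these genes come from Table S3, and Table S1 gives the same probes other names, ZZZ3 for HLA-DQB2, Rap1b for HLA-C (HLA-B in Table S3) and Ccdc44 for TAP1. The probe tied to HLA-DQB2 rose by a log2 of 0.74 at low U, 0.88 at medium U and 0.69 at high U, the last not called (adjusted p = 0.0637 from limma) except with the slide as a block. With an array left out, its call at low U was kept in 2 of 12 fits. The probe tied to HLA-C rose by 1.18, 1.12 and 0.84. The probe tied to TAP1 was not well above background on any control array, so only a lower bound can be given. The mean of the exposed arrays was set against the mean, over the control arrays, of the higher of the probe's own signal and the lowest signal of any probe well above background. On this basis it was at least 1.19-fold higher at low U, 1.78-fold at medium U and 1.18-fold at high U. After normexp background correction, the probes tied to HLA-DQB2 and TAP1 were no longer called for all exposed arrays (0.27 and 0.01).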

The major histocompatibility complexes (MHCs) are often considered to be the main functioning molecules for immune recognition. The TAP1 gene encodes protein for transporting fragmented peptides during antigen presentation. The effect of U on antigen presentation has not been well studied yet, but the toxicological mechanisms may be similar to that proposed for nickel [57], including indirect actions to self-proteins which are then processed and presented by MHC, or directly binding to MHC/peptide complexes. Other immune-related canonical pathways, such as the IL-22 and HMGB1 signaling, which are involved in inflammation as an innate immune response [58], were found to be commonly regulated by all U concentrations. 

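Of the 3 genes listed for IL-22 signaling in Table S5, 1 was higher and 2 lower in exposed fish, counting JAK1 (-0.99), whose fold changes in Table S3 matched no probe and which was tied to its probe through Table S1. For HMGB1 signaling, 8 probes were tested with 7 higher and 1 lower, and a median log2 fold change of 0.81.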

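The genes that Table S5 lists for IL-8 signaling had 10 tested probes, of which 9 were higher in exposed fish, with a median log2 fold change of 0.88. Limma called 9 at low U, 10 at medium U and 7 at high U.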

Another canonical pathway, the IL-8 signaling, which is central to inflammation, angiogenesis and tumor growth processes, was found to be regulated by low and medium U treatments. However, as the key regulator genes in these pathways such as IL-22, HMGB1 and IL-8 were not identified as DEGs in the current study, it was not clear how these pathways were affected by U.

#### Other potential mechanisms

Besides the major MoAs identified, the global transcriptional analysis performed herein may also provide some insight into other potential toxicological mechanisms of U which have not been well-studied. Although not as clearly supported by either experimental evidences or previous studies in fish, interference with nuclear receptors (NRs), interaction with peripheral nervous system (PNS) and disturbance of blood coagulation may also be important biological processes that were affected by U in the present study.

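Glucocorticoid receptor signaling in Table S5 rested on 12 tested probes, 11 higher and 1 lower in exposed fish, without JAK1, which is also listed and was lower, and with a median log2 fold change of 1.05. At low, medium and high U 11, 12 and 10 of them were called.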

Pathways related to the glucocorticoid receptor signaling and retinoid X receptors (RXR) functions such as lipopolysaccharide (LPS)/IL-1 mediated inhibition of RXR function and farnesoid X receptor (FXR)/RXR activation were found to be affected by U. These pathways are important in the transcriptional regulation through NRs and may influence many downstream processes such as regulation of endocrine system, transportation, enzyme metabolism and biosynthetic processes. As DEGs identified in this study only supported the downstream parts of these pathways, it was not clear whether the NR signaling was directly or indirectly affected by U.

Another pathway of potential toxicological interest may be the γ-aminobutyric acid (GABA) receptor signaling regulated by all U concentrations. Supporting DEGs, including two main neurotransmitter receptors in this pathway, GABA A receptor rho 1 (GABRR1) and GABA A receptor beta 2 (GABRB4), were up-regulated after 48 h exposure. 

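Here too the symbols rest on Table S3. Table S1 names the probe tied to GABRR1 as CREG1 and the probe tied to the beta 2 receptor, GABRB2 in Table S3, as wdr73. The first rose by a log2 of 1.20, 1.02 and 0.78 at low, medium and high U, the last not called (adjusted p = 0.0642 from limma). The second rose by 1.15, 1.12 and 1.29, and was well above background on 2 of 3 control arrays. After normexp background correction both lost their call for all exposed arrays. Of the 4 probes of the GABA pathway, 2 were higher and 2 lower than in the control, with a median of 0.01.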

The GABA signaling is usually present in the central nervous system (CNS), but also widely found in peripheral tissues, including fish liver [59]. The non-CNS roles of GABA in fish have been considered to participate in the regulation of reproduction, such as enhancing the release of gonadotropins from the pituitary or altering the plasma luteinizing hormone level [60]. It has been proposed for mammals that the activation of GABA receptors may reduce the oxidative damage to the liver [61]. Since no fish studies have been performed so far on U-induced GABA signaling in peripheral tissues, it may only be speculated that the induction of GABA signaling may be a secondary effect of oxidative stress or altered calcium level, as these primary effects may interfere with the neurotransmitter receptor signaling and/or inter-cellular signal transductions.

Uranium may also affect the blood coagulation in fish, as the canonical pathway related to the coagulation system was found to be among the most affected pathways by all U concentrations. 

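For blood coagulation, F7 rose by a log2 of 1.58, 1.74 and 1.48 at low, medium and high U. The brighter F9 probe rose by 1.88, 2.71 and 2.41 and a second one by 1.21, 1.62 and 1.19. The brighter F10 probe rose by 1.56, 1.74 and 1.31 and a second one by 1.25, 1.30 and 1.08. All 5 probes were called at each dose by limma and had 9 of 9 exposed arrays above the controls. Over the coagulation pathway as Table S5 lists it, 6 of 6 tested probes were higher, with 6, 6 and 4 called.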

Key DEGs such as coagulation factor VII (F7), IX (F9) and X (F10) were found to be up-regulated following short-term U exposure. The coagulation system may cross-talk with the immune system, as by forming blood clots, coagulation may physically trap the invading substances. It was also reported that metal-induced hydroxyl radicals may affect the blood coagulation in human [62]. Whether this is also the case in fish still needs to be further investigated.

### Mechanisms of uranium hepatotoxicity

A putative network describing the early hepatic toxicological mechanisms of U in Atlantic salmon is proposed in Figure 9. The results from the present study suggested that ionic U species (e.g. uranyl) may accumulate in the liver and exert toxicity mainly through two potential MoAs, one was the induction of organellar or cellular-wide oxidative stress, the other was the uncoupling of OXPHOS in the mitochondrion. The former MoA has been widely accepted, as U may interfere with cellular redox reactions and induce ROS. The latter one has not been as extensively studied, but may represent an important aspect of U hepatotoxicity. The mitochondrion is key for successful energy production and plays important roles in various biological processes such as apoptosis, antioxidant defense and DNA repair. Perturbation of mitochondrial functions caused by U may be contributed by several potential mechanisms, including alteration of membrane permeability, disruption of proton gradient across the inner membrane, dissipation of transmembrane potential or direct binding to phosphates (e.g. ATP and ADP) and subsequently disturbing the synthesis and translocation of ATP. These actions may ultimately lead to decreased cellular energy supply. Both MoAs are considered to stimulate or suppress the mitochondrial ETC activity, depending on the level and type of perturbation. Based on the current experimental evidences, it is plausible that the mitochondrial ETC activity was elevated to compensate for potential loss of MMP and ATP as a compensatory mechanism. Furthermore, it is more likely that the relatively low level of oxidative stress induced by U based on the antioxidant gene responses found in this study may not only be a direct effect of U, but also be contributed by the elevated ROS production by ETC. Several key processes may take place following the molecular initiating events after short-term U exposure, such as biotransformation, immune responses, apoptotic signaling, DNA repair, hypoxia signaling and macromolecule degradation as a consequence of oxidative damage and/or mitochondrial dysfunction. Uranium may also affect the NR signaling, somatic neurotransmitter signaling and blood functions (e.g. coagulation system), which were likely secondary effects following major MoAs of U.

**Figure 9:**
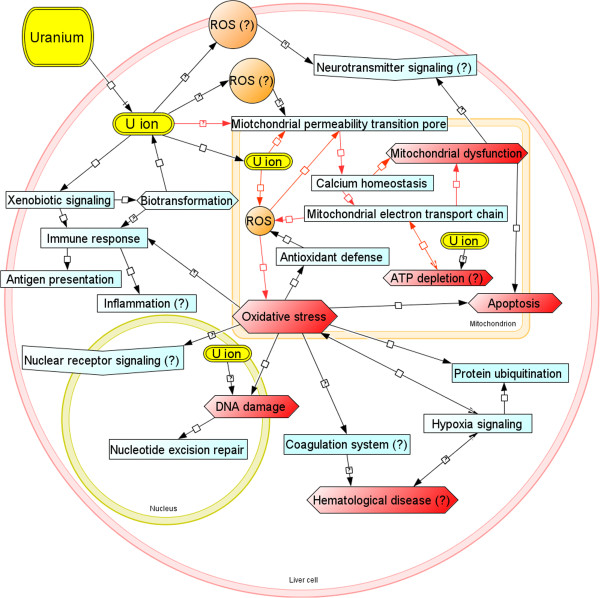
**Putative toxicological mechanisms of depleted uranium (DU).** Proposed network of early toxicological mechanisms of DU hepatotoxicity in Atlantic salmon (*Salmo salar*) after short term (48 h) waterborne exposure. Yellow tags indicate primary stressor; Orange tags indicate secondary stressor; red tags indicate main molecular events or apical endpoints; red lines indicate key mechanisms of action; blue tags indicate key pathways.

## Conclusion

The present study performed a short-term (48 h) waterborne exposure of Atlantic salmon to three concentrations (0.25, 0.5 and 1.0 mg/L) of DU with the aim to understand the early toxicological mechanisms of U based on global transcriptional changes. 

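Of 46 genes the study names, 45 could be tested, and limma called 42 of them at low U, 42 at medium U and 34 at high U. Adjusted over the list alone, the numbers were 43, 44 and 42, which is not independent evidence since the study chose the list on these samples. Against the control, 39 of the 45 were higher and 6 lower. The change was largest at medium U in 22 of the 45. Fitted with only the control and 1 dose at a time, 0 were called at low U, 31 at medium U and 0 at high U. Without high U replicate 2, 14 were called at high U, and without low U replicate 2, 26 at low U. With the slide as a block 43, 43 and 40 were called at the doses, and none of the calls for all exposed arrays changed.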

Apparent bell-shaped concentration-dependent responses were observed in both global (microarray) and single (qPCR) gene expression analyses, although a number of key responses had already taken place at the lowest U concentration (0.25 mg U/L). The mitochondrion was likely the main target of U after short-term exposure. The induction of oxidative stress and uncoupling of OXPHOS were proposed as two potential MoAs of U at all test concentrations in this study. Other responses, such as the activation of apoptosis signaling, DNA damage and repair, immune response, nuclear receptor signaling, neurotransmitter signaling and haematological response were also considered to be induced by U. Due to the short exposure duration in the current study, no successful phenotypic anchoring was achieved to link molecular responses to adversity at higher organismal levels. However, results obtained herein were in good accordance with previously published U studies in which adverse effects were observed in fish at even lower concentrations of U but longer exposure durations, suggesting that low-dose chronic effects of U should be focused in the future research, in order to link U exposure to adverse effects on basis of the adverse outcome pathway (AOP) concept. This paper has for the first time systematically documented the early stress responses in Atlantic salmon after short-term exposure to environmentally relevant concentrations of DU and may provide substantial mechanistic knowledge for future ecological hazard and risk assessment of environmental radionuclides.

## Methods

### Exposure and sampling

Juvenile (parr) of Atlantic salmon (length 10.6 ± 0.6 cm, weight 11.4 ± 2.3 g) from the Fish Laboratory of Norwegian University of Life Sciences (NMBU, Ås, Norway) was acclimated to the experimental water conditions at the Isotope Laboratory of NMBU (4.5°C, pH 7.1, December 2010). Feeding of test fish was terminated 48 h prior to transportation of fish to the Isotope Laboratory.

For U exposure, six test fish for each treatment group were transferred to lake water (Maridalsvannet, Norway) for 72 h acclimation. Test fish were then exposed to 0 mg/L (control), 0.25 mg/L, 0.5 mg/L and 1.0 mg/L dissolved uranyl acetate dihydrate (UO_2_(CH_3_COO)_2_ · 2H_2_O, purity ≥ 98.0%, specific activity 1.459 × 10^4^ Bq/g, 57.3% of the radioactivity from natural U, obtained from Fluka, Sigma-Aldrich, Buchs, Switzerland) for 48 h in the dark. The experiment was conducted in a static exposure system (25 L tank, fish loading approx. 2.7 g/L) served with air pumps. Immediately after the exposure, fish were checked for potential morphological changes, including alterations of skin color, mucus quality, gill shape and gill color. Fish were then sacrificed by cephalic concussion and dissected to collect tissue samples. Liver samples for gene expression analysis were snap-frozen in liquid nitrogen and stored at −80°C. Blood samples were also collected to determine the plasma glucose, ions (Na, K) and hematocrit levels using an i-STAT® portable analyzer (Abbott Point of Care Inc., Princeton, NJ, USA) with EC8+ cassette (Abbot, East Windsor, USA), and to assess the chromosomal damage using micronucleus assay [7]. Exposure conditions (e.g. pH, temperature) and water variables (e.g. conductivity, total organic carbon, major cations and anions) were measured throughout the experiment. Uranium concentrations in water were determined before and after the exposure. The liver concentrations of U were also measured after the exposure. For more detailed method descriptions of exposure and chemical analysis, please consult an earlier publication on this exposure experiment [7] by current research group.

All treatments of fish were in accordance with the Norwegian Welfare Act and research animal legislation, and the experiment was approved in advance (30-11-2010) by the local representative of the Norwegian Animal Research Authority (NARA ID: 3026).

### RNA isolation

Total RNA was isolated using RNeasy Plus Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Briefly, approximately 25 mg of snap-frozen liver sample was lysed in 600 μL buffer RLT plus™ containing β-mercaptoethanol (1% v/v) (Sigma-Aldrich Chemie, Steinheim, Germany). The lysate was homogeinized (3 × 10 sec, 6000 rpm) with Precellys CK14 beads using a Precellys orbital shaker bead mill (Bertin, Montigny-le-Bretonneux, France). After homogenization, samples were incubated for 5 min and centrifuged (12000 g) for 3 min (20°C) to separate the remaining tissue debris. The clear supernatants were transferred to the gDNA EliminatorTM spin column (Qiagen) and centrifuged (8000 g, 30s) to remove genomic DNA. The eluate was then mixed well with 350 μL ethanol (50%) and transferred to RNeasy spin column (Qiagen). The columns were centrifuged (8000 g) for 15 s, washed once with 500 μL buffer RW1, centrifuged once at 8000 g (15 s) then washed 2 times with 500 μL buffer RPE and finally centrifuged at 8000 g (15 s and 2 min, respectively). Thirty μL of nuclease-free water was added to the column and the column was centrifuged (8000 g, 1 min) to obtain a pure RNA eluate.

The RNA quality (purity and yield) was controlled by photometric analyses (260/230 > 2.0, 260/280 > 1.8, yield > 200 ng/μL) using Nanodrop® spectrophotometer (ND-1000, Nanodrop Technologies, Wilminton, Delaware, USA) and RNA integrity (RIN > 9.0) inspected by Bioanalyzer gel electrophoresis with RNA 6000 Nano chips (Agilent technologies, Santa Clara, California, USA) according to the manufacturer’s instructions. The RNA samples were stored at −80°C for further analyses. Three RNA samples per treatment group were used for microarray analysis and all six samples per treatment were used for qPCR analysis.

### Microarray analysis

The 60,000-feature (60 k) high density custom salmonid oligonucleotide microarray was manufactured by Agilent Technologies (Santa Clara, CA, USA). The microarray probes were designed based on Atlantic salmon (*Salmo salar*) and Rainbow trout (*Oncorhynchus mykiss*) consensus sequences (contigs) and single ESTs from the cGRASP project [63] and Unigene [64] for the two species (*Salmo salar*: build 31 and *Oncorhynchus mykiss*: build 27). The microarray platform can be accessed at Gene Expression Omnibus (GEO, accession number: GPL18864).

The microarray gene expression analysis (N = 3) was performed according to Agilent’s standard protocol “One-Color Microarray-Based Gene Expression Analysis, version 6.5”. Except for acetonitrile (purity ≥99.5%, Sigma-Aldrich, St. Louis, MO, USA), all reagents for microarray analysis were purchased from Agilent. Briefly, 200 ng of total RNA (in 1.5 uL nuclease-free water) from each sample was mixed with spike-in standard (Agilent One-Color Spike Mix Kit) for later verification of the dynamic range and linearity of fluorescence signal. A T7 promotor primer (Agilent Low Input Quick Amp Labeling Kit) was then added and both RNA template and T7 primer were denatured at 65°C for exact 10 min before being cooled rapidly on ice for 5 min. First strand cDNA was synthesized by incubating the template with 5× First Strand Buffer, 0.1 M dithiotreitol (DTT), 10 mM deoxyribose nucleotide mixture (dNTP mix) and AffinityScript RNase Block Mix (Agilent Low Input Quick Amp Labeling Kit) at 40°C for 2 h. The cDNA and enzymes were then denatured by incubating at 70°C for 15 min and rapidly cooled on ice for 5 min. The cRNA was synthesized by incubating cDNA samples with 5× Transcription Buffer, 0.1 M DTT, NTP mix, Cyanine 3-CTP (Cy3) and T7 RNA Polymerase Blend (Agilent Low Input Quick Amp Labeling Kit) at 40°C for 2 h and purified using Qiagen RNeasy Mini spin columns as recommended in the protocol. The eluate was quality checked by nanodrop to determine the cRNA yield (>0.825 μg) and dye specific activity (>6 pmol Cy3 per μg cRNA). Then, 600 ng of cy3-labeled, linearly amplified cRNA was fragmented by incubating with 10× Blocking Agent and 25× Fragmentation Buffer (Agilent Gene Expression Hybridization Kit) at 60°C. The fragmentation reaction was stopped immediately after exact 30 min by cooling the cRNA samples on ice for 1 min., cRNA from the Fragmentation Mix was then mixed well with the same volume of 2× GEx Hybridization Buffer HI-RPM (Agilent Gene Expression Hybridization Kit), spun down at 13,000 g for 1 min, and carefully pipette onto the gasket slides and assembled with the microarray slide. All slides were rotationally (10 rpm) incubated at 65°C for 17 h. After hybridization, the slide was disassembled in Agilent Gene Expression Wash Buffer 1 (containing 0.005% v/v Triton X-102), washed once with Agilent Gene Expression Wash Buffer 1 at room temperature and washed for another round with Agilent Gene Expression Wash Buffer 2 (containing 0.005% v/v Triton X-102) at approx. 31°C. The array slide was then dried by using acetonitrile (Sigma-Aldrich, St. Louis, MO, USA) and immediately scanned in an Agilent C scanner (Agilent Technologies) using a scan region of 61 × 21.6 mm, resolution of 3 μm and output Tiff image of 20 bit.

### Quantitative real-time rtPCR

The representativeness of microarray probe hybridization and specific gene expression responses of toxicological interests were verified using qPCR (N = 6). Briefly, total RNA (2 μg) was reversely transcribed with random hexamer priming, using a High Capacity cDNA Archive Kit (Applied Biosystems, Foster City, California, USA) according to the manufacturer’s instructions. Gene expressions were then assayed in an absolute quantification protocol by real-time PCR on a Bio-Rad CFX 384 (Bio-Rad Laboratories, Hercules, CA, USA) platform. Primer sequences (Table 3) were designed using Primer3 v0.4.0 software [65], based on the consensus sequences of microarray probe contig sequences and putative mRNA/EST sequences in Genbank [66] and Unigene [64]. All primers were purchased from Invitrogen™ (Carlsbad, California, USA) and optimized for annealing temperature and amplification efficiency. The qPCR reactions were then run in technical duplicates with total volume of 10 μL each, and contained cDNA template made from 10 ng of RNA, PerfeCTa® SYBR® Green FastMix® (Quanta BioSciencesTM, Gaithersburg, MD, USA) and 400 nM forward/reverse primer. The qPCR conditions were 95°C for 3 min, 40 cycles of 95°C for 20 s, primer-specific annealing temperature for 20 s and 72°C for 30 s, and finally followed by a melting curve determination step. The amplification was considered to be valid if only one unique product peak was identified by melting curve analysis. Non-template controls (NTCs) and no-reverse-transcriptase controls (NRTs) were included as quality assurance to identify potential DNA contamination. Standard curves were run with 50, 10, 2 and 0.4 ng of pooled cDNA from all samples, and relative expression was then determined from the standard curves based on threshold cycle (Cq) value and absolute efficiency values using the ΔCq method implemented in the Bio-Rad CFX Manager v2.0 software. Results were normalized to the geometric mean of reference gene expression using the ΔΔCq method in CFX Manager (Bio-Rad), and compared to that of the control for calculation of absolute fold changes (FCs). The 18S ribosomal RNA (18S) and ribosomal protein L1 (RPL1) were used as reference genes due to their stable expression irrespective of different treatments.

**Table 3:** **Primer sequences for quantitative real-time rtPCR of selected potential biomarker genes**

Target gene	Genbank accession	Forward (5’-3’)	Reverse (5’-3’)	Product size (bp)	Efficiency (%)	Annealing temp. (°C)
AIFM1	JT833124	CCCTACTGGCATCAGTCCAT	TGTCCTTCTGCTCGGGTACT	250	96.8	59.1
HSP90AB1	NM_001123532	TCATGGACAGCTGTGAGGAG	CCAGCTTGAGGTTCTTGGAG	234	95.5	56
SDHD	BT071922	GCGCATGCACTTAGTCAAAA	GGTGCATTTTTCTTCCCAAA	248	90.8	59.1
P4HB	BT072340	TAAGCGTGATTGCGTGAGTC	TGTGATGGAATGCGTTTGTT	175	95.7	56
COX6B1	BT125515	GACAATGCTTGGCACATACG	TGTCAGCAGATGCAGAGTCC	218	95.4	59.1
PRDX3	BT046676	CTAAGTGGGCTCCAGCTGTC	ATGATCTCTGTCGGGCAAAC	163	96.4	56
P53	EZ772237	GAGGAGATCAACCTGAAGAAGCA	AGGCCTCCTTCATAGCACGTT	91	100	63.4
JAK1	BT057852.1	ACTAACTGGCATGGGACCAG	CCAGACCCTTCTGGAAATCA	172	95.2	59.1
18S	AJ427629	TGTGCCGCTAGAGGTGAAATT	GCAAATGCTTTCGCTTTCG	61	95.4	59.1
RPL1	CB516726	ACTATGGCTGTCGAGAAGGTGCT	TGTACTCGAACAGTCGTGGGTCA	118	95.3	60

Full descriptions of gene symbols can be found in Additional file 1: Table S3.

### Bioinformatics and biostatistics

Scanned microarray images were extracted using Agilent Feature Extraction software v10.7. Raw microarray data has been deposited at GEO (accession number: GSE58824). Data normalization and statistical analyses were performed using GeneSpring GX v11.0 (Agilent Technologies). Differentially expressed genes (DEGs) were determined using one-way analysis of variance (ANOVA) followed by Benjamini and Hochberg (BH) False Discovery Rate (FDR) correction (corrected p-value <0.5). Fold change cut-off of 1.5 was applied to all downstream analyses. To identify major patterns of global transcriptional changes, a K-means clustering analysis was performed using R-3.0.2 [67] according to the method described elsewhere [68]. The number of representative clusters was chosen based on a comparison of difference between the actual and random sum of squared error (SSEs) in the data against different tested cluster solutions. A Tukey honestly significant difference (HSD) posthoc analysis was further performed to identify treatment-related DEGs. Venn diagrams were made using Venny [69].

The functional enrichment analysis of microarray data was performed in Cytoscape v2.8 [70] Bingo v2.4 plugin [71] using a hypergeometric tests with BH FDR correction. The overrepresented GO terms were submitted for GOSlim analysis to reduce redundancy and make directed acyclic GO graphs (DAGs) using BLAST2GO software [72].

The pathway analysis was performed using Ingenuity Pathway Analysis (IPA) [73] with mammalian orthologs from the RefSeq [74] protein database. Orthologs were identified with standalone Inparanoid 4.1. [75] using BLAST 2.2.27+ binaries from NCBI to make the four all-against-all input files. All BLAST searches were made on a protein basis using BLASTx, tBLASTn and tBLASTx to make appropriate translation between nucleotide and protein sequences. As recommended by the developers of Inparanoid [76], a two-pass BLAST approach was applied, using low complexity filter (SEG) and compositional adjustment where available in the first pass, and re-aligning the matches with SEG and compositional adjustment turned off in the second phase. Score threshold was set to 1 bit, and due to the relative short length of the expressed sequence tags (ESTs) and contiguous (contigs), the cut-off values for sequence overlapping and segment coverage in the Inparanoid algorithm were set to 0.001 and 0.0005, respectively.

Statistical analyses of qPCR data were performed using Graphpad Prism v5.0 (Graphpad Software, Inc., San Diego, CA, USA). Normal distributed data with equal variance were subjected directly to statistical analysis whereas data showing unequal variance was log10 transformed prior to assessment of group differences by a one-way ANOVA test followed by a Tukey’s post-hoc tests. A Kruskal-Wallis non-parametric test followed with Dunn’s post-hoc tests was performed for transformed data sets which failed to meet the criteria of equal variance. A probability (p) level of 0.05 was applied to all statistical tests.

## Availability of supporting data

The raw data sets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository, accession number: GSE58824, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58824.

Other data sets supporting the results of this article are included within the article (and its additional files).

## Electronic supplementary material

Additional file 1: Table S1: Differentially expressed genes (DEGs) that were regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU). **Table S2.** Overrepresented Gene Ontology (GO) functions that were regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU). **Table S3.** Mapped Atlantic salmon (*Salmo salar*) differentially expressed genes (DEGs) towards mammlian orthologs. **Table S4.** Toxicity pathways and supporting differentially expressed genes (DEGs) that were regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU). Full descriptions of gene symbols can be found in Additional file 1: Table S3. Table S5 Canonical pathways and supporting differentially expressed genes (DEGs) that were regulated in the liver of Atlantic salmon (*Salmo salar*) after 48 h waterborne exposure to 0.25, 0.5 and 1.0 mg/L nominal concentrations of depleted uranium (DU). Full descriptions of gene symbols can be found in Additional file 1: Table S3.

Additional file 2: Figure S1: Mitochondrial dysfunction. An illustration of pathways associated with mitochondrial dysfunction (modified from Ingenuity Pathway Analysis [73]). Colored components indicate experimental evidences in the present study, orange: up-regulated, green: down-regulated. Full descriptions of gene symbols can be found in Additional file 1: Table S3. **Figure S2.** Apoptosis signaling. An illustration of pathways associated with apoptosis signaling (modified from Ingenuity Pathway Analysis [73]). Colored components indicate experimental evidences in the present study, orange: up-regulated, green: down-regulated. Full descriptions of gene symbols can be found in Additional file 1: Table S3. **Figure S3.** Hypoxia-inducible factor signaling. An illustration of canonical pathway associated with hypoxia-inducible factor signaling (derived from Ingenuity Pathway Analysis [73]). Colored components indicate experimental evidences in the present study, orange: up-regulated. Full descriptions of gene symbols can be found in Additional file 1: Table S3.

# Supplementary material for: Hepatic transcriptomic profiling reveals early toxicological mechanisms of uranium in Atlantic salmon (Salmo salar)
**Source:** BMC Genomics. 2014 Aug 20;15(1):694. doi: 10.1186/1471-2164-15-694
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1: Mitochondrial dysfunction. An illustration of pathways associated with mitochondrial dysfunction (modified from Ingenuity Pathway Analysis [73]). Colored components indicate experimental evidences in the present study, orange: up-regulated, green: down-regulated. Full descriptions of gene symbols can be found in Additional file 1: Table S3. Figure S2. Apoptosis signaling. An illustration of pathways associated with apoptosis signaling (modified from Ingenuity Pathway Analysis [73]). Colored components indicate experimental evidences in the present study, orange: up-regulated, green: down-regulated. Full descriptions of gene symbols can be found in Additional file 1: Table S3. Figure S3. Hypoxia-inducible factor signaling. An illustration of canonical pathway associated with hypoxia-inducible factor signaling (derived from Ingenuity Pathway Analysis [73]). Colored components indicate experimental evidences in the present study, orange: up-regulated. Full descriptions of gene symbols can be found in Additional file 1: Table S3.

# Additional file 2

# Hepatic transcriptomic profiling reveals early toxicological mechanisms of uranium in Atlantic salmon (*Salmo salar*)

**You Song^1,2,*^, Brit Salbu^1^, Hans-Christian Teien^1^, Lene Sørlie Heier^1^, Bjørn Olav Rosseland^1,3^, Tore Høgåsen^2^, Knut Erik Tollefsen^1,2^**

# of pages: 4

# of figures: 3

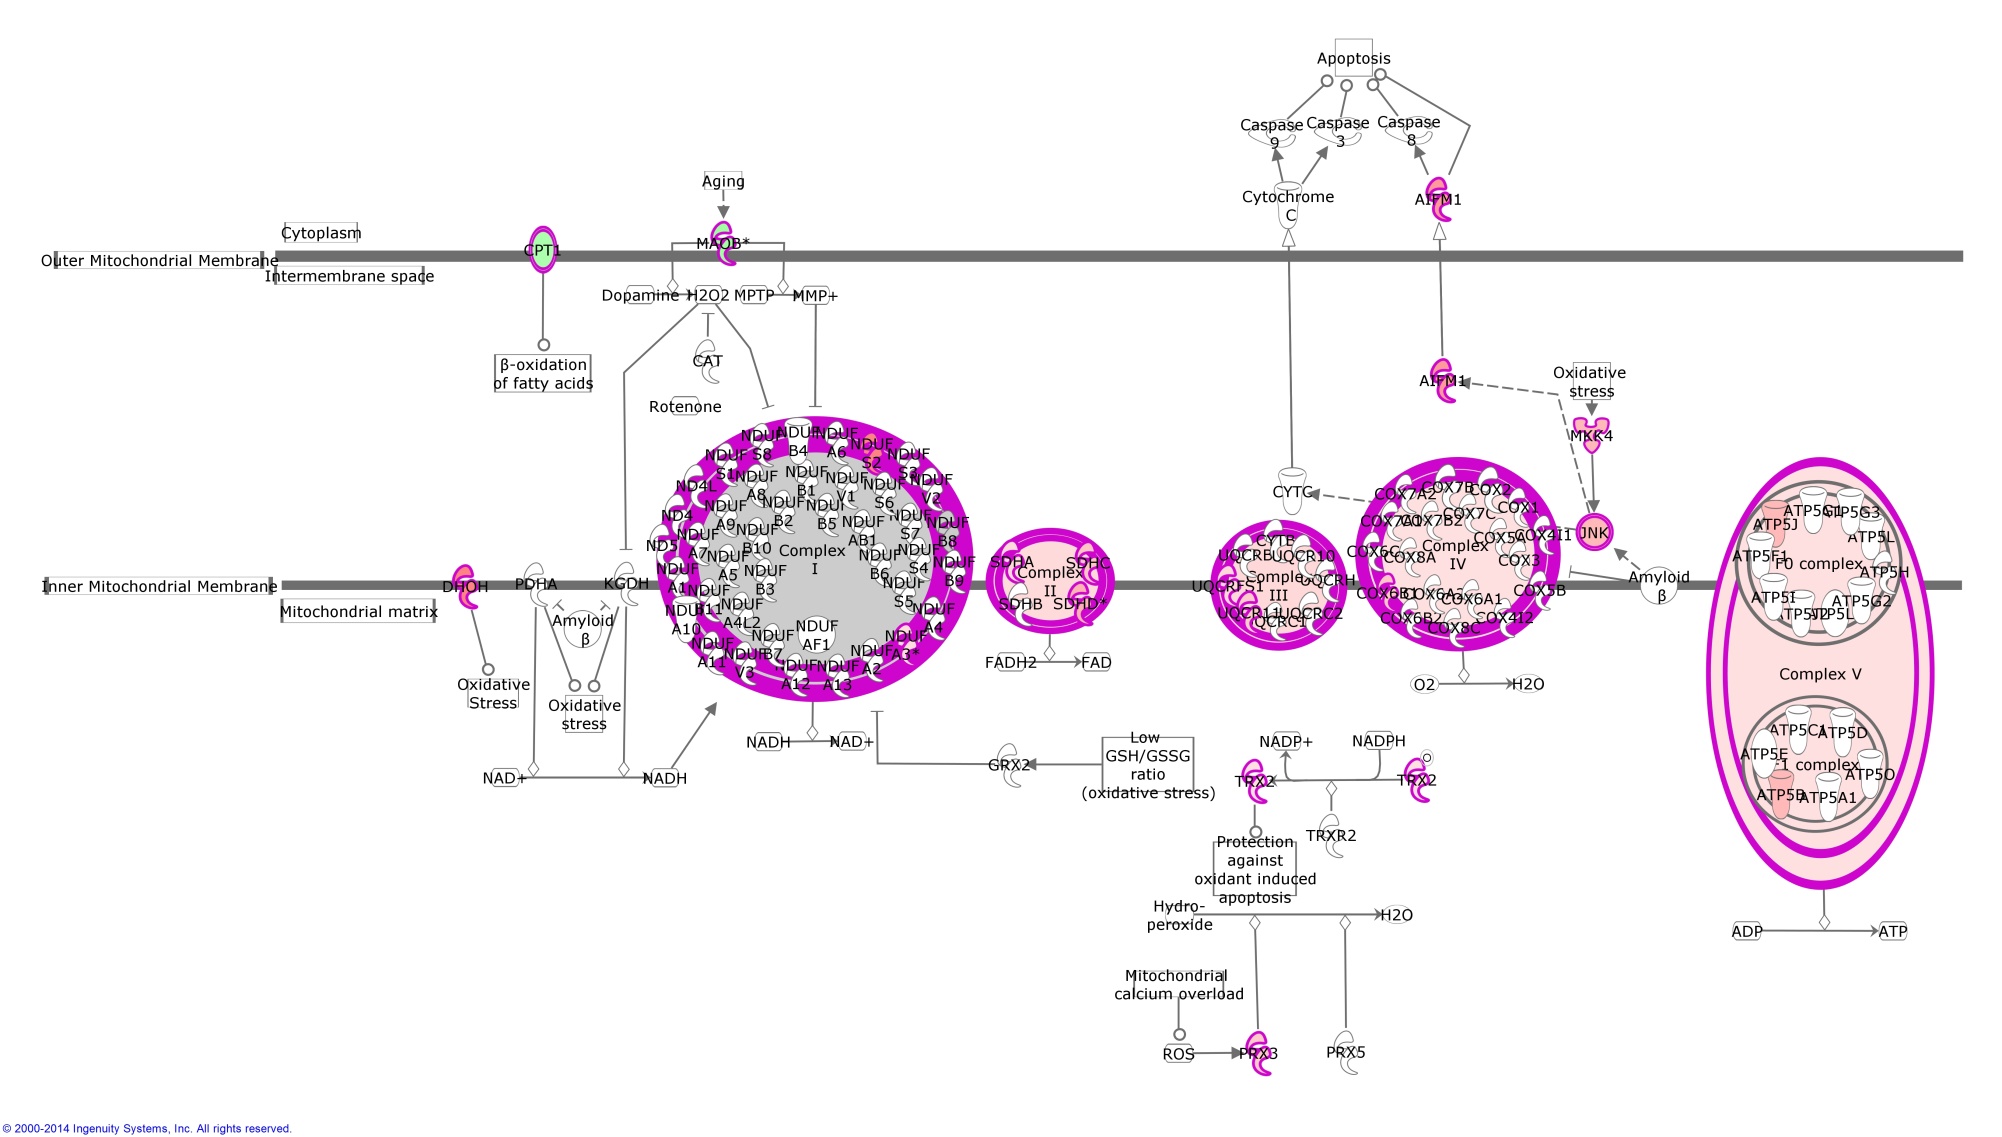

**Figure S1 Mitochondrial dysfunction.** An illustration of pathways associated with mitochondrial dysfunction (modified from Ingenuity Pathway Analysis [[74](#_ENREF_74)]). Colored components indicate experimental evidences in the present study, orange: up-regulated, green: down-regulated. Full descriptions of gene symbols can be found in Additional file 1 (Table S3).

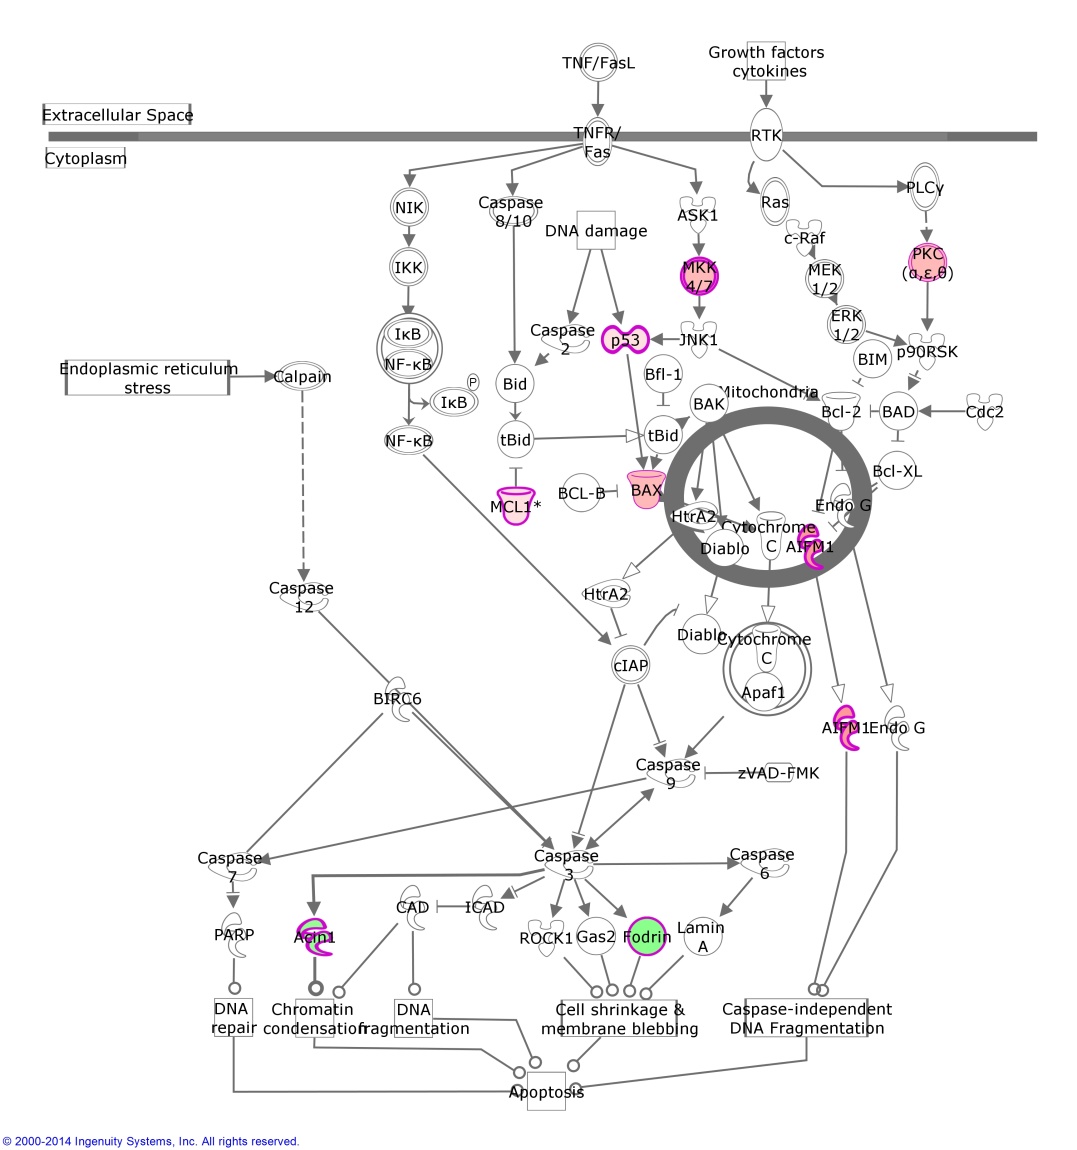

**Figure S2 Apoptosis signaling.** An illustration of pathways associated with apoptosis signaling (modified from Ingenuity Pathway Analysis [[74](#_ENREF_74)]). Colored components indicate experimental evidences in the present study, orange: up-regulated, green: down-regulated. Full descriptions of gene symbols can be found in Additional file 1 (Table S3).

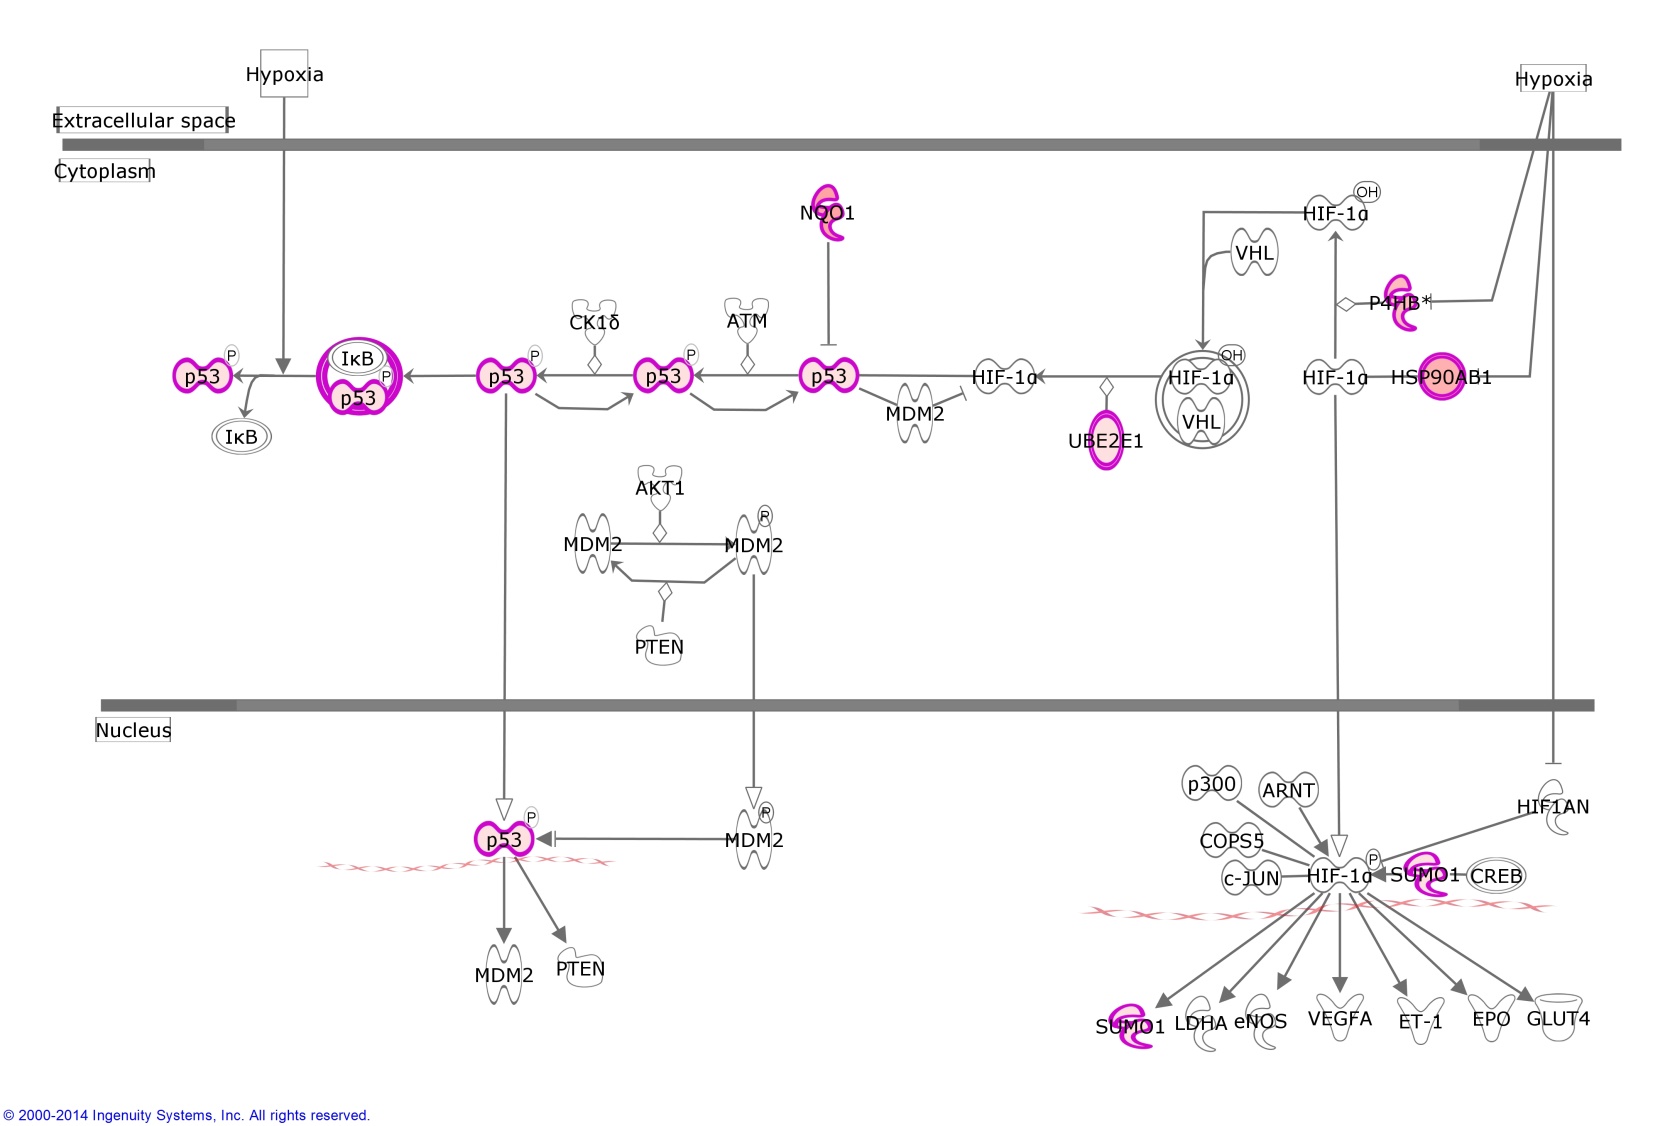

**Figure S3 Hypoxia-inducible factor signaling.** An illustration of canonical pathway associated with hypoxia-inducible factor signaling (derived from Ingenuity Pathway Analysis [[74](#_ENREF_74)]). Colored components indicate experimental evidences in the present study, orange: up-regulated. Full descriptions of gene symbols can be found in Additional file 1 (Table S3).

How the deposited data were processed for this re-analysis (not part of the article)

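Liver RNA from Atlantic salmon exposed to 0, 0.25, 0.5 or 1.0 mg/L of depleted uranium for 48 h was measured on 12 one-colour arrays, 3 per group and 1 per RNA sample. The authors scanned the arrays and used Feature Extraction to make, for each spot, a background-subtracted and detrended intensity, with a surrogate value for spots not above background, and they deposited these intensities without scaling between arrays. The authors also deposited a table of log2 values for 40267 probes, scaled per array and centred on the median of each probe, made with GeneSpring. The normalization method behind that table is not stated in the text. Fold changes in Tables S1 and S3 are the authors' own, as ratios against the control, and their corrected p-values were made by the authors with the one-way test of the methods.

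From the scanner files, control spots were left out, spots marked as non-uniformity or population outliers were set to missing, repeated spots of a probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted. A probe was tested when it was well above background on every array of at least 1 group and had at least 2 values left in each group. Groups were compared by limma (lmFit and eBayes, version 3.58.1, in R 4.3.3) in a single fit over the 4 groups, so that all 12 arrays share an estimate of the spread. The comparisons were the moderated F-test over the groups, each dose against the control, all exposed arrays against the control and each pair of doses, with Benjamini-Hochberg adjustment over the probes tested, a threshold of 0.05 and a minimum fold change of 1.5. All adjusted p-values are two-sided. The text of the methods prints a threshold of 0.5, whereas the highest corrected p in Table S1 is 0.0498, so 0.05 was used and 0.5 was an alternative. Clusters were made by k-means with 100 starts. Array means were compared by exact permutation. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

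These tests, the processing alternatives and the genes to be named were fixed before the data were examined, except for normexp background correction of the median spot intensity, scaling to the spike-ins, and the value table combined with the one-way test of the methods, with or without a lower fold change minimum, which were added afterwards. The genes named are those that the paper's results, Fig. 8 and discussion name as responding (46 genes), each at its probes, with the brightest probe reported given first, and the 5 probes with the largest increase and the 5 with the largest decrease among probes called at all 3 doses and apart from the control on every array. Probes were tied to gene names by matching the fold changes of Tables S1 and S3 to those computed from the value table, since the array files hold no gene names. Only part of Table S1 was used here. Names therefore exist only for probes the study called, and the planned gene set tests over all probes were not run. Gene ontology and pathway enrichment of the study were not repeated.

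The steps were tested on simulated data with 200 probes changed by a log2 of 2 among 29456. The comparison of all exposed arrays with the control recovered 84.5% of them with 10 false calls, and the methods' one-way test over the 4 groups recovered 50.5% with 2 false calls. The simulated probes varied independently and without slide effects, so these rates may not hold for the real arrays. No spot was saturated (0 on every array). The share of probes well above background, which limits what can be tested, is given per group above, and for arrays the number of arrays per group limits the precision. The qPCR measurements were not analysed here, and some genes and pathways are not reported here.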

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

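The tests in this part were chosen only after the result was seen.

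The design carries 309 probes directed against the opposite strand of a contig that also has a sense probe, and 128 of them were well above background on all 12 arrays. They were singled out because they show a signal in data the paper did not analyse, above the level of the negative control spots. The share was 41.4%, against 36.9% of the other probes and 0 of 308 negative control spots. Hybridisation to any sequence cannot be told apart from specific signal by this comparison, since the probes were singled out by it. A wrongly assigned strand of the contig predicts signal from only 1 of the 2 probes of a contig. Both probes were well above background on all 12 arrays for 50 contigs, which argues against that explanation for these. For 29 contigs the antisense probe was above background on all 12 arrays and the sense probe on none, and there a wrongly assigned strand and transcription from the opposite strand cannot be told apart, since the files give no strand for a contig.

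Of 183 antisense probes tested by limma, 13 were called in exposed fish against the control, 5 higher and 8 lower (7.10%, against 13.4% of the other tested probes). Where both probes of a contig were tested (93 contigs), their log2 fold changes correlated with r = 0.05 (genes are not independent replicates), and in 3 contigs both were called. A response of antisense transcripts to the exposure is left as an untested hypothesis.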

How the results depend on the processing

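Normexp background correction, scaling to the spike-ins and the combinations of the value table with the one-way test were chosen after seeing the data; the other alternatives were planned.

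Quantile normalization, array medians, keeping the outlier spots and dropping the fold change minimum left the counts of probes differing among the groups, changed at each dose, at all doses and in all exposed arrays within 1.5 times their values (with array medians the decreased at low and at high U alone fell further, to 30 and 31) and the shares of the dose response and of the clusters within their interval. Below, where the values of an alternative are listed, the cause was not tested unless a cause is given.

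With no filter on dim probes, 4900 probes differed among the groups, 746, 13009 and 344 changed at low, medium and high U, 262 at all doses and 6117 between doses. The share with the largest change at medium U was 87.1%, the increased cluster held 21.3%, and the majority turned to lower expression at medium U (18.6% increased) and for all exposed arrays (49.4% increased). Among probes well above background on all 12 arrays, 49.5% of those changed at medium U were increased and the increased cluster held 55.5%.

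With the slide as a block, 2964 probes differed among the groups, 3612, 5160 and 1980 changed at the doses and 1475 at all of them, the share largest at medium U was 71.2%, and 49.0% of those changed at medium U were increased. With the replicate number as a block, 772 probes differed among the groups and 642 changed at high U. The replicate numbers do not pair the arrays: of 18 pairs of arrays from different groups with the same number, 6 had residuals correlated above 0.1 (r from -0.27 to 0.47), whereas of 18 pairs on the same slide 15 did.

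On the authors' value table, 874 probes differed among the groups, 678 changed at high U and 498 at all doses, and the increased cluster held 65.7%. With the one-way test of the methods, 958 and 1003 changed at low and medium U and 151 differed between doses. With the threshold at 0.5, by construction more passed: 9921 among the groups, 8793, 8871 and 7017 at the doses, 4290 at all of them, 7846 for all exposed arrays and 22 between doses, with 51.1% largest at medium U and 53.9% in the increased cluster. Fitting only the groups compared leaves fewer arrays to estimate the spread and gave 1, 1655 and 1 at the doses and 4 between doses, and of the genes named by the study 0 were called at low U, 31 at medium U and 0 at high U.

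After normexp background correction, 3234 probes differed among the groups, 79.2% had the largest change at medium U and the increased cluster held 68.7%. After scaling to the spike-ins, which leaves the brightness of the arrays in the values, 16913 differed among the groups, 14849, 18949 and 603 changed at the doses, 14587 for all exposed arrays and 10678 between doses, with 83.8% largest at medium U and 32.8% in the increased cluster. The value table with the one-way test gave 913 among the groups, 814 and 867 at low and medium U, 143 between doses and 67.7% in the increased cluster. With a fold change minimum just below the smallest in Table S1 as well, it gave 847, 891, 159 and 67.8%.

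Leaving out each array in turn gave 340 to 1447 probes differing among the groups, 598 to 2791 changed at low U, 1010 to 4234 at medium U, 163 to 1765 at high U, 147 to 1344 at all doses, 1707 to 4794 for all exposed arrays and 0 to 8 between doses. The share largest at medium U was 54.9% to 82.5% and the increased cluster held 61.1% to 79.7%. The increased share was 62.4% to 76.5% at low U, 54.9% to 63.6% at medium U, 69.1% to 83.5% at high U and 58.9% to 69.8% for all exposed arrays, and 26 to 44, 30 to 43 and 14 to 38 of the named genes were called at the doses. Where a group was left with 2 arrays, they were assumed to vary like the other groups.

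Of 55 named genes and probes, 33 kept their direction and their call for all exposed arrays under every alternative run for them (42 of the 55 could be tested among probes well above background on all 12 arrays), 20 lost the call under at least 1 and 0 reversed. ATP5B and SLC25A5 gained a call under some. The slide and replicate blocks changed none of these calls.

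Normexp on the mean spot intensity was not run because the files hold no such column, and the gene set tests with their alternatives were not run because gene names exist only for probes the study called. The one-way test gives no value for all exposed arrays together. The signal over background limits the number of probes tested to 29456 of 55468.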

Differences from the paper's values

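Normexp background correction, scaling to the spike-ins and the combinations of the value table with the one-way test of the methods were chosen only after the values were seen; the other alternatives were set before the data were examined.

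The paper gives 847 DEGs at low U (579 increased probes and 268 decreased probes), against 1849 here (1202 and 647). For the total, the difference falls within 1.5 times with no filter on dim probes (746), the authors' value table (1234), the one-way test of the methods (958) and without control replicate 1, control replicate 2, any low U array or medium U replicate 3, and stays with the other alternatives. For the increased probes it closes under these and the replicate block (860), and for the decreased probes with no filter (253), the one-way test (307) and without control replicate 1, low U replicate 1, low U replicate 3 or medium U replicate 3.

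At medium U the paper gives 891 DEGs (607 increased probes and 284 decreased probes), against 3378 here (1926 and 1452). The total and each direction come within 1.5 times with the one-way test (1003, with 667 and 336) and without medium U replicate 2 (1010, with 631 and 379), and the increased probes also without medium U replicate 3 (779), but not with the other alternatives set beforehand.

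For probes found at a single dose, the paper gives 11, 27 and 9 up-regulated at low, medium and high U, against 119, 776 and 42 here. The difference at low U closes with the one-way test (10) and without low U replicate 1 (15) or replicate 2 (16), at high U with the one-way test (7), without control replicate 2 (13) and without high U replicate 1 (12), and at medium U with no alternative set beforehand. For down-regulated probes the paper gives 0, 9 and 9, against 48, 803 and 69. At high U it closes with no filter (12), the one-way test (12) and without control replicate 1 (12), control replicate 2 (11) or high U replicate 2 (6), and after normexp correction, chosen after seeing the values (13). At low and medium U it closes with no alternative set beforehand. The value table with the one-way test and a fold change minimum just below the smallest in Table S1, chosen after seeing the values, gives the paper's counts for all of these (847, 891, then 11, 27 and 9, and 0, 9 and 9), and without the lower minimum it closes all but the up-regulated at high U alone and the down-regulated at low U alone.

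For the log2 fold change of SDHD at medium U the paper's Table S3 gives 2.02, against 1.57 here, which closes only without medium U replicate 1 (1.73). The probe measured here was tied to SDHD through Table S1 and not through Table S3, so these values may not be of the same probe. For the log2 fold change of JAK1, Table S3 gives 0.77, 0.93 and 0.68 at the doses, against -0.90, -1.32 and -0.76 here, and no alternative closes it. Table S1 and Table 2 of the paper list JAK1 as down-regulated.

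The paper states that most DEGs were regulated at all doses, whereas 21.2% of the probes called at any dose were called at all 3 here. With the one-way test of the methods, set beforehand, the share was 75.1% (783 of 1043), and with the value table, that test and the lower minimum, chosen after seeing the values, 77.1% (715 of 927). Without the lower minimum it was 73.9%, also chosen after seeing the values, and with the other alternatives computed for this share at most 33.7%. The authors' calls were rebuilt from the value table with that test and the lower minimum, chosen after seeing the values. Of the rebuilt calls at low, medium and high U, 793, 830 and 718 were tested here, all in the same direction, and 736, 802 and 571 were called. The paper states that GTF2H1 was up-regulated, and here its probe was not well above background on any array and was not tested. The paper states that ATP5J was regulated at all doses, and here it was not called at medium U (0.57 on the log2 scale, under the fold change minimum). Of the alternatives run for it, it is called there with no minimum, without control replicate 3 (0.63) and, chosen after seeing the values, with normexp correction (0.95), with scaling to the spike-ins (1.56) and with the value table, the one-way test and the lower minimum (0.55).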

Other observations

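The tests of slides, brightness, dimmer arrays, single arrays, spike-ins, RNA amount, scaling, regions of the array, probes near background, a mislabelled dose, exchanged columns and chance matches of names as explanations were chosen only after the result was seen, although some of them take their values from alternatives that were planned (the slide as a block, the filter, leaving out arrays and the other scalings).

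Chance in how the arrays were grouped was weighed for the probes differing among the groups, those changed at all doses and those changed in all exposed arrays. There 1 of 100 groupings, the real one, gave as many, which argues against chance without excluding it. The numbers were 1388, 779 and 3930, the largest from another grouping were 1089, 587 and 1230, and the median over groupings was 0 for each. For each dose against the control chance cannot be excluded, since 1 of 10 groupings is the least 3 arrays against 3 can give, and between doses the number was 0, so that 10 of 10 groupings gave as many by construction and the count decides nothing.

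The changes after exposure were weighed against differences between slides and in brightness. With the slide as a block, 5404 probes were called for all exposed arrays, which argues against the slides as the cause. Over the 3930 probes called in all exposed arrays, the mean change at high U was 0.804 of that at medium U. The lowest array at high U was at 0.604 of the highest at medium U. The brightness over the control was at 0.237, which argues against brightness alone as the cause for these probes. They were picked on the same control arrays, so chance deviations of the controls would raise the ratio of the changes. With the tested probes grouped by signal into 10 parts, the dimmest changed by 0.16, 0.31 and -0.03 (log2) at low, medium and high U. That is the order of brightness, whereas the brightest changed by 0.17, 0.13 and 0.20. Shared control arrays do not account for the likeness of the doses, since the lowest correlation with a different control array per dose was 0.33. The methods describe no replicate tanks within a group, so a difference between tanks cannot be told apart from an effect of the exposure. An effect of the exposure stays as a hypothesis, found and tested on the same arrays.

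Calls were most numerous at medium U. This order turned without medium U replicate 2, where 1389 were called at low U and 1010 at medium U. With the one-way test of the methods medium U stayed first by little, with 958 at low U and 1003 at medium U. Among probes well above background on all 12 arrays 1858, 3032 and 1167 were called at low, medium and high U. Medium U stayed first there, which argues against dimmer arrays at the other doses as the cause. Whether low U replicate 2, the array furthest from the others, held the number at low U down cannot be told apart, since leaving out any of the 3 low U arrays lowered that number (642, 598 and 669 without replicate 1, 2 and 3).

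The exposed arrays were brighter than the control arrays. The spike-ins shifted by 0.11 (log2), which argues against labelling, hybridisation or scanner gain, and the exposed arrays were on average brighter on 3 of 3 slides, which argues against slides as the cause. The shift of 0.67 cannot be told apart from a difference in the amount of RNA put into the labelling, since the methods state the same amount of total RNA for every sample but the files give no measured amounts. The share of probes well above background was 5.42 points higher in exposed arrays (two-sided exact permutation test, p = 0.132). More probes were increased than decreased under the other scalings that set most probes level, with a lowest share of 57.3% for all exposed arrays under quantile normalization, array medians and the value table, which argues against the choice among these as the cause.

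Low U replicate 2 stood apart, with a mean correlation of 0.892 with the other arrays and 217 outlier spots. The share of the variance of its deviations lying between 240 regions of the array was 0.102. This was the highest of the 12 arrays (0.0212 to 0.0564 on the others) and was taken over spots well above background on all of them. A defect in part of the array cannot be told apart on this value. Over probes well above background on all 12 arrays its correlation was 0.967, within the range of the other arrays. The low correlation of this array therefore lies in dim probes, whereas its uneven regions were seen in brighter spots. Its mean correlation with its own group was 0.901, against 0.898 with the nearest other group, and a mislabelled dose cannot be told apart on that difference. No biological explanation was tested.

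In the value table, 6 of 12 columns followed another array of their own group better than the array of the same name (smallest r of a best match 0.977 over 29263 probes), which is what exchanged columns within groups would give. All 12 best matches were within the group, so that group comparisons are not affected. The replicate number of all 12 columns equals the slide of the best-matching array.

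Of 419 symbols of Table S3 with fold changes at 3 doses, 413 matched a single probe, and after shifting the fold changes 0 matched, which argues against chance matches. For 84 symbols matched at 2 or 3 doses, Table S1 gives the same probe another symbol whose name shares no word with it.

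Among probes called at all doses and apart on every array, the largest increases included CUST_10293_PI426552878 (purine nucleoside phosphorylase in Table S1, THRB in Table S3), at least 8.49-fold, 4.7-fold and 7.45-fold at low, medium and high U, CUST_10501_PI426552878 (nmd3 in Table S1, Gh in Table S3), at least 6.31-fold, 7.82-fold and 6.94-fold, and Ugt1, with a log2 of 3.03 for all exposed arrays. The largest decreases were in unnamed probes, CUST_25778_PI426552878 (-2.99) and CUST_30683_PI426552878 (-2.90). Of the other genes the paper names, CPT1A has 2 probes that moved in opposite directions (1.32 and -0.71), MAP2K4, well above background on 2 of 3 control arrays, rose by 1.58, MAOB was at least 2.73-fold lower at low U and 2.06-fold at high U, and DHODH was at least 1.18-fold higher at medium U.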
